# Isolation and long-term expansion of murine epidermal stem-like cells

**DOI:** 10.1371/journal.pone.0254731

**Published:** 2021-07-16

**Authors:** Jingjing Wang, Maureen Mongan, Xiang Zhang, Ying Xia

## Abstract

Epidermis is the most outer layer of the skin and a physical barrier protecting the internal tissues from mechanical and environmental insults. The basal keratinocytes, which, through proliferation and differentiation, supply diverse cell types for epidermal homeostasis and injury repair. Sustainable culture of murine keratinocyte, however, is a major obstacle. Here we developed murine keratinocyte lines using low-Ca^2+^ (0.06 mM) keratinocyte serum-free medium (KSFM-Ca^2+^) without feeder cells. Cells derived in this condition could be subcultured for >70 passages. They displayed basal epithelial cell morphology and expressed keratin (Krt) 14, but lacked the epithelial-characteristic intercellular junctions. Moreover, these cells could be adapted to grow in the Defined-KSFM (DKSFM) media containing 0.15 mM Ca^2+^, and the adapted cells established tight- and adherens-junctions and exhibited increased *Krt1/10* expression while retained subculture capacity. Global gene expression studies showed cells derived in KSFM-Ca^2+^ media had enriched stem/proliferation markers and cells adapted in DKSFM media had epithelial progenitor signatures. Correspondingly, KSFM-Ca^2+^-derived cells exhibited a remarkable capacity of clonal expansion, whereas DKSFM-adapted cells could differentiate to suprabasal epithelial cell types in 3-dimentional (3D) organoids. The generation of stem-like murine keratinocyte lines and the conversion of these cells to epithelial progenitors capable of terminal differentiation provide the critically needed resources for skin research.

## Introduction

Epidermis renews and regenerates continuously throughout the lifetime of an organism. The keratinocyte, located at the basal layer, is the primary cell type in the epidermis that divides and serves as a source for epidermal maintenance and regeneration through self-renew and periodical differentiation. Once differentiated, the cells move outwards in a process known as basal-to-suprabasal transition to replace the cells at outer layer that are sloughed off into the environment. Differentiation is associated with up-regulation of signature genes, such as *Krt1*, *Krt10*, *Involucrin* and *Loricrin*. These gene products form the intermediate filament network that tightens cell junctions at the epidermal surface to enable protection against the hostile environment.

The epidermal progenitors/stem cells sustain the basal keratinocyte repertoire and play key roles in epidermal renewal, maintenance, and presumably wound repair and neoplasia. *In vivo* cell kinetic tracing studies in murine epidermis suggest the existence of diverse subgroups of stem cells and progenitors with unique characteristics [1]. A small subgroup, known as epithelial stem cells, is characterized as relative quiescent and slow-cycling, but having a great proliferative potential and an unlimited capacity of self-renewal [2, 3]. A relatively large subgroup is the transit amplifying (TA) cells. These cells have rapid but limited proliferative capacity and eventually depart from the basal to the suprabasal layer, accompanied with terminal differentiation within 4–5 days. There are also subgroups bearing some stem and some TA features, and subgroups that differentiate in the early stages of keratinization while still capable of proliferation. The epidermis, therefore, possesses a collection of highly heterogeneous populations of cells with diverse molecular and functional traits. The identification and isolation of stem cells and progenitors from the skin have remained challenging.

Mice have emerged as valuable models to study the genetic regulation of skin biology and the mechanisms of skin diseases; however, the murine keratinocytes are difficult to amplify *in vitro*. These cells have so far been limited mostly to primary culture, in contrast to their human counterparts that are easy to subculture [4–6]. This limitation precludes obtaining a sustainable cell resource to study epithelial abnormalities. Here we tested commercial growth media to culture murine keratinocytes. We found that the keratinocyte serum-free medium without calcium (KSFM-Ca^2+^), supposedly depleted of calcium chloride, contained low but detectable levels of Ca^2+^ at 0.06 mM. While this medium was not widely used for keratinocyte culture, it surprisingly allowed survival of a few cells that grew into clones, and the clones continuously proliferated that ultimately grew to confluence. Cells derived under this condition displayed epithelial stem cell characteristics and could be subcultured for >70 passages. Moreover, these cells could adapt to grow in Defined K-SFM (DKSFM) media containing 0.15 mM Ca^2+^ and the adapted cells retained subculture capacity. Distinct from the parental cells, the DKSFM-adapted cells exhibited epithelial progenitor signatures, could form organoids in 3D culture and be induced to terminally differentiate. The *in vitro* culture conditions described here enable acquiring murine epithelial stem cell-like and progenitor-like lines for biomedical research.

## Materials and methods

### Chemicals, reagents and antibodies

Soybean Trypsin Inhibitor (17075–029) was from Gibco. CaCl_2_ solution (C-34006) was from PromoCell; Collagen IV (354233) was from BD Biosciences Discovery; calcium concentration kit (MAK022-1KT) and Hoechst 33342 (B2261) were from Sigma. All antibodies, cell culture media and reagents are listed in S1 and S2 Tables in S2 File.

### Experimental animals and cell culture

C57/BL6 newborn pups were used for the isolation of keratinocytes following procedures described [5]. Briefly, pups were sacrificed by decapitation. Skins were collected and placed in 0.25% trypsin with dermis side down. After incubation overnight at 4°C, the epidermal sheets separated from the dermis were collected in a tube containing 5 ml serum-free media with trypsin inhibitors (1 mg/ml). After vigorous shaking, the epidermal sheets were removed and the cells remaining in the media were collected by centrifugation. The cell pellets were resuspended in the culture medium of choice and seeded at 1x10^5^ cells/cm^2^ on culture plates precoated with collagen IV (ColIV, 7 μg/ml). All mice experiments were in adherence to a protocol approved by the University of Cincinnati Animal Care and Use Committee and followed the National Institutes of Health guide for the care and use of Laboratory animals.

Cells were grown in a humidified CO_2_ incubator at 37°C and refed every 3 days. Subculture was carried out when cells reached 80–90% confluence. After rinsing with PBS, the cells were submerged in 0.05% EDTA in PBS for 10 min at 37°C, followed by digestion twice with TrypLE at 37°C for 10 min. The detached cells were collected in growth media containing trypsin inhibitor (1 mg/ml) and pelleted by centrifugation. The cells were resuspended in the medium of choice, plated at 1–2.5 x 10^4^/cm^2^ on ColIV-coated tissue culture dishes and incubated at 37°C in a humidified CO_2_ chamber. Cell pellets could also be resuspended in culture medium containing 10% DMSO and stored in liquid N_2_, and recovered later for culture.

Mouse embryonic stem cell (mESC) C-2 line was maintained in culture as described before [7]. Mouse embryonic fibroblast cell line STO (ATCC CRL-1503) and primary mouse embryonic fibroblasts (MEFs) were grown in DMEM supplemented with 10% fetal bovine serum, 2 mM glutamine, 1% nonessential amino acids, 1 mM sodium pyruvate, 100 U/ml penicillin and 100 μg/ml streptomycin. Cells were grown in a humidified CO_2_ (5%) incubator at 37°C and passaged when reached 80% confluence.

### Calcium concentration measurement

The calcium concentrations in the growth media were determined using calcium concentration kit following the manufacturer’s protocol. A serial dilution of the CaCl2 solution was used as standards.

### Telomere length measurement

The telomere length in genomic DNA was assessed with real-time qPCR [8]. Briefly, telomere repeat was determined by the comparative Ct method—the Ct values of telomere repeats were normalized with the Ct values of a single-copy gene, i.e. 36B4 (acidic ribosomal phosphoprotein P0). Each sample was examined in triplicates and the telomere length was calculated based on the difference in the ΔCt values between telomere repeats and 36B4 at 2^(-ΔΔCt).

### Karyotyping

Primary keratinocytes in DKSFM medium (P0) and KSFM-Ca^2+^ cells at passage 5, 25 and 30 were subjected to chromosomal analysis using Giemsa staining (Sigma) [9]. The ESCs and MEFs were used as controls. At least 12 metaphase cells under each condition were examined.

### Colony-forming efficiency (CFE) assays

Cell suspension was plated at 300 cells/cm^2^ and medium was refreshed every 3 days. At 14 days in culture, the medium was removed, cells were fixed with 4% paraformaldehyde (PFA) for 15 min, washed twice with PBS, and stained with 1% crystal violet at room temperature for 30 min. The plates were rinsed with ample water, dried and photographed. Colonies were counted and CFE was calculated using a formula: (# colonies/#total cells plated) * 100.

### Three-dimension (3D) organoids

The 3D culture was carried out following a protocol previously described [10, 11]. In short, single cell suspension was mixed with Basement Membrane Extract (BME) at 2x 10^5^/ml and set on ice; 10 ul cell/BME mixture was placed on tissue culture dishes as droplets, and the droplets were allowed to solidify at 37°C for 2 min before being covered by pre-warmed growth media with or without Ca^2+^ supplements. The organoids were collected on day 14 in culture.

### Histological and immunofluorescence staining

Cultured cells grown on Col IV-coated 6 mm glass coverslips and collected organoids were fixed with 4% paraformaldehyde at 4°C for 30 min. The cells were permeabilized using PBS with 0.2% Triton and subjected to immunofluorescent staining. The organoids were dehydrated, embedded in paraffin wax and sectioned; the sections were subjected to Hematoxylin and Eosin (H&E), immunohistochemistry and immunofluorescent staining [12]. For immunostaining, primary antibodies were diluted at 1:100 and secondary antibodies and nucleus staining reagents were dilute at 1:400. Images were visualized and captured using a Zeiss Axio microscope.

### RNA isolation, reverse transcription and quantitative polymerase chain reaction (qPCR)

Total RNA was isolated using PureLink RNA Mini Kit (12183025, Invitrogen); reverse transcription was performed using SuperScript IV reverse transcriptase (18090010, Invitrogen); qPCR was carried out with an Agilent Technologies Stratagene Mx3000P PCR machine using PowerUp SYBR Green Master Mix (4367659, Applied Biosystems) as the detection format. The PCR reactions ran for 40 cycles under the appropriate parameters for each pair of primers and fluorescence values were used to construct the amplification curve. The results were normalized using *Gapdh* and ΔΔ*Ct* were used to calculate fold change. Data represent results of triplicates in 2 or more experiments. The sequences of PCR primers are listed in S3 Table in S2 File.

### Global gene expression and data analyses

Directional poly A RNA-seq was performed by the Genomics, Epigenomics and Sequencing Core at the University of Cincinnati using established protocols as previously mentioned [13]. Details of RNA-seq and differential gene expression analyses are included in the S1 File. The RNA-seq data were deposited at Gene Expression Omnibus (GEO) publicly accessible (GSE167437). Functional enrichment analyses were conducted using Metascape as previously described [14].

### Western blot analyses

Cells were lysed in RIPA buffer (150 mM NaCl, 1% Nonidet P-40, 0.5% sodium deoxycholate, 0.1% SDS, 50 mM Tris, pH 7.4); 50 μg lysates were subjected to SDS–PAGE. Proteins on the SDS-PAGE gels were transferred onto nitrocellulose membranes and probed with antibodies as described previously [15]. Anti-PAI-1 and anti-pIκBα antibodies were diluted 1:1000. Anti-β-Actin diluted at 1:5000 was used as loading control. Anti-mouse-HRP and anti-rabbit-HRP antibodies were diluted in 1:2000.

### Statistical analyses

Means and standard deviations were calculated based on at least three independent experiments, and analyzed using student’s two-tailed *t*-test. *p<0.05, **p<0.01 and ***p<0.001 were considered statistically significant.

## Results

### Growth and amplification of murine keratinocytes

Because calcium ion is crucial for keratinocyte proliferation and differentiation [16], we measured Ca^2+^ levels in three commercial media: (i), KSFM without Ca^2+^ (KSFM-Ca^2+^), (ii), KSFM with Ca^2+^ (KSFM+Ca^2+^), and (iii), defined KSFM (DKSFM). While the KSFM+Ca^2+^ and DKSFM contained ~ 0.15 mM calcium, the KSFM-Ca^2+^ had trace amount (0.06 mM) that were ~60% lower than the others (S1 Fig in S3 File).

The three media were used to culture murine keratinocytes freshly isolated from newborn pups. Cells attached well on ColIV-coated plates, proliferated and became confluent in 1–2 weeks in DKSFM and KSFM+Ca^2+^ media (Fig 1A). In contrast, cell attachment and growth were relatively inefficient in KSFM-Ca^2+^ medium. A few attached cells that appeared to be small in size grew into visible clusters by 1–2 weeks. Some of the clusters, interestingly, continued to grow into large colonies in 1–2 months, and the cells ultimately populated the entire plate in a few months (Fig 1B). Cells in all growth media displayed epithelial morphologies with regular and polygonal shapes (Fig 1A and 1B). They expressed robustly the basal keratinocyte gene *Krt14* and had Keratin (Krt) 14 proteins detectable in cytosol and perinuclei (Fig 1C and 1D). Several other keratinocyte markers, such as *Krt15*, *Krt 8* and *Krt 18*, were also abundantly expressed in these cells, in contrast to the minimal expression of these genes in mouse embryonic stem cells (mESCs) and fibroblasts (Fig 1E).

**Fig 1:**
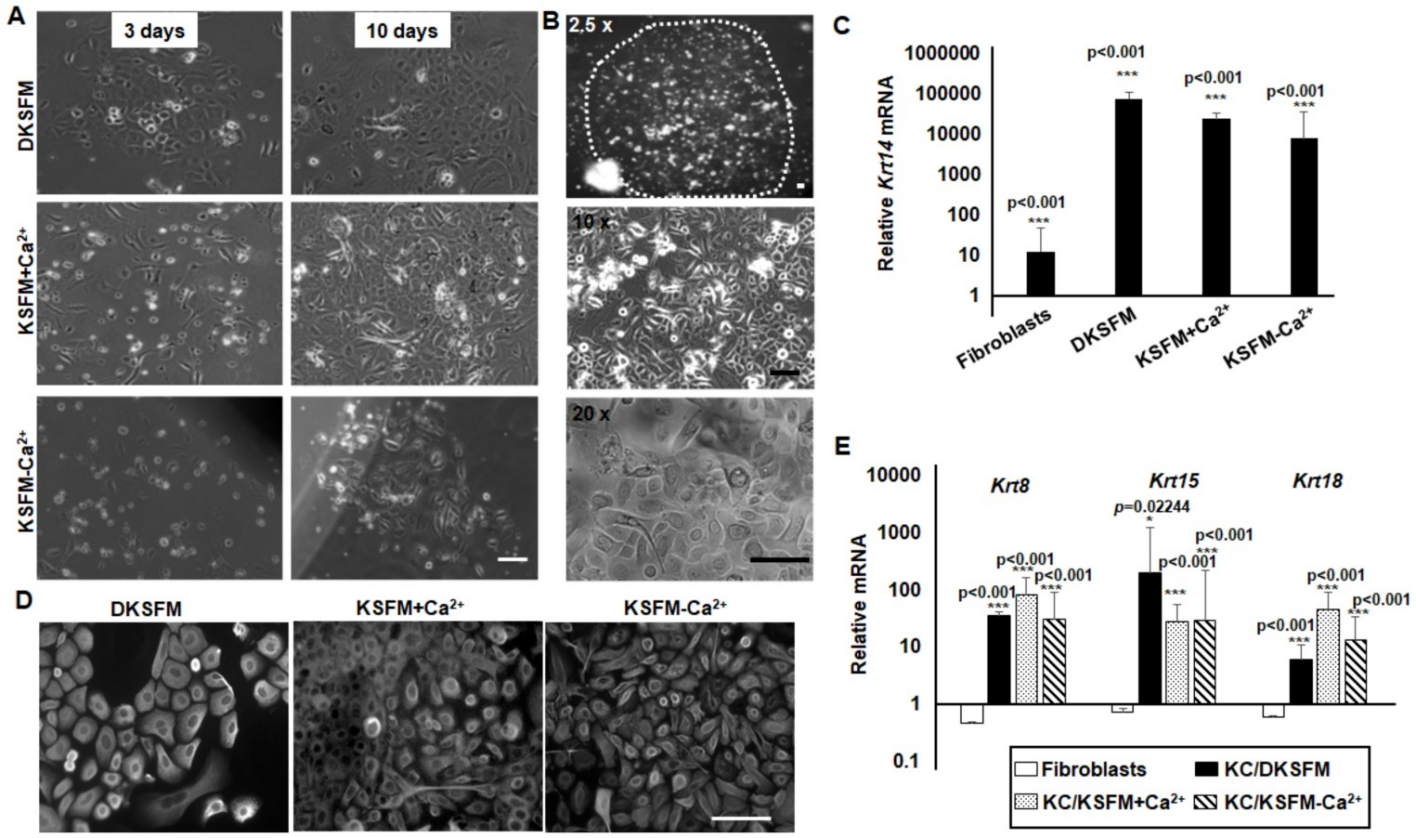
Mouse keratinocyte culture in different conditions. Bright-field microscopic images of (A) cells grown for 3 or 10 days in different media, and (B) colonies formed when cells were grown in KSFM-Ca^2+^ medium for an extended period of time. The relative expression of (C) the basal keratinocyte gene *Krt14* and (E) epithelial marker genes, i.e. *Krt8*, *Krt15* and *Krt18*, in cultured keratinocytes and fibroblasts compared to those in mESCs. (D) Cells were subjected to immunofluorescence staining with anti-KRT14; photographs were taken under fluorescent microscope. Results represent data of at least three duplicate experiments +/-SD. The scale bars in microscope image correspond to 100 μm.

Cells grown in either KSFM+Ca^2+^ or DKSFM media could not be amplified by passaging, consistent with the recognized challenges of mouse keratinocyte subculture [17–20]. Cells grown in KSFM-Ca^2+^ medium, on the other hand, could be extensively subcultured for at least 70 times, resulting in a >10^30^-fold increase in cell number. The longest culture was carried for up to 20 months. Several keratinocyte lines derived in KSFM-Ca^2+^ exhibited similar growth characteristics: the doubling time was initially 5.2 +/- 1.2 days, but decreased gradually with increased passage number and ultimately reached a steady doubling of ~ 0.7 days (Fig 2A–2C).

**Fig 2:**
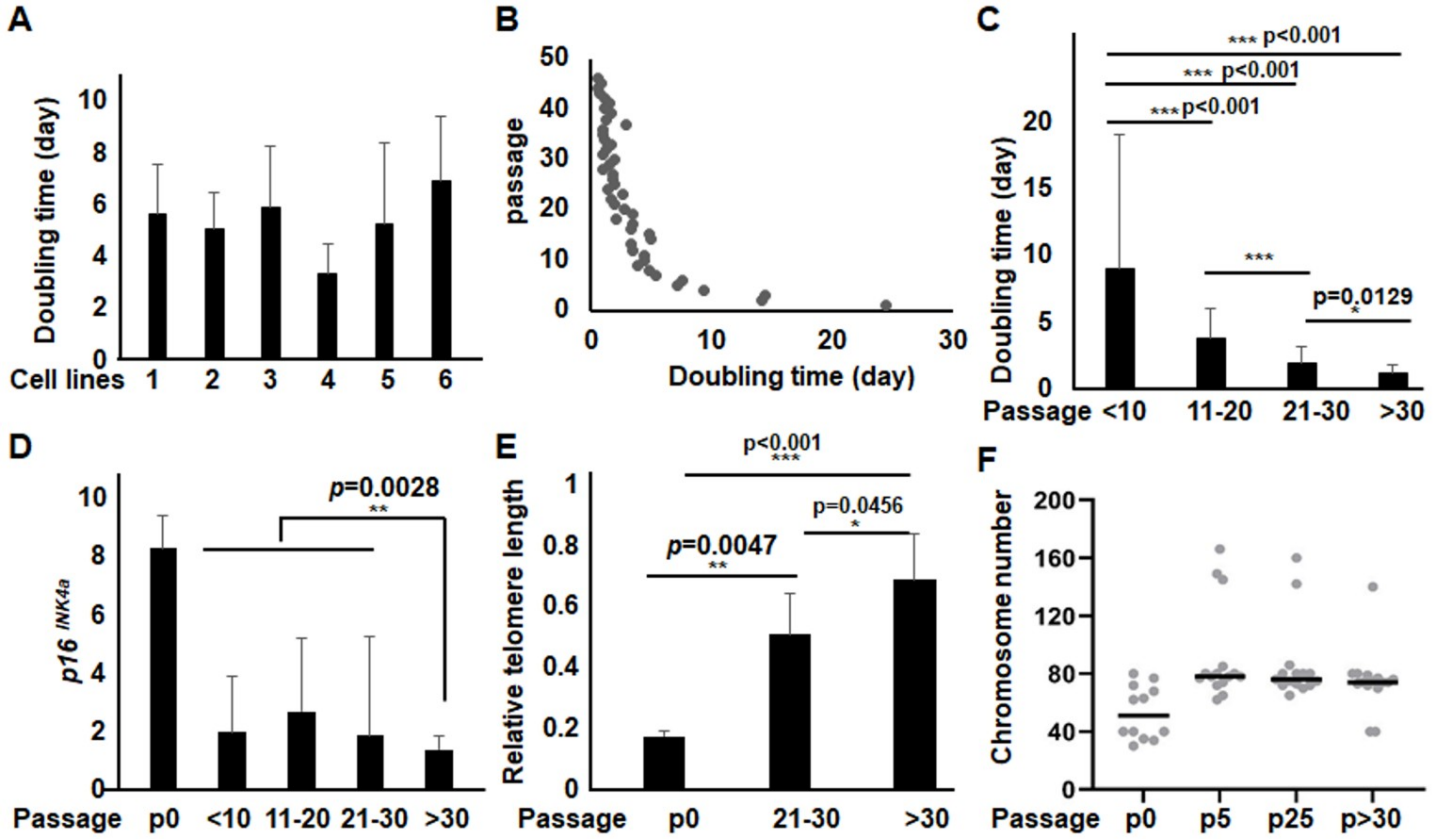
The growth properties of long-term cultured keratinocytes derived in KSFM-Ca^2+^ medium. The average doubling time of representative cell lines at (A) the early passages, and (B) at different passages was calculated based on the cell numbers plated, harvested and days in culture. (C) Comparison of the average doubling time +/-SD of cells at <10, 11–20, 21–30 and >30 passages. Cells of medium and high passages grew significantly faster than those of low passages. The primary murine keratinocytes grown in DK-SFM (p0) and the KSFM-Ca^2+^ cells at different passages were examined for (D) p16^INK4a^ mRNA, (E) The relative telomere length, in comparison to levels in mESCs, set as 1, and (F) chromosome numbers and results represent data from 12–15 metaphase cells examined.

The primary somatic cells have limited proliferative capacity and enter senescence after a finite number of *in vitro* cell divisions. Senescence is associated with increased expression of p16^INK4a^ and shortening of telomeres along cell passages, as seen in the primary mouse embryonic fibroblasts (MEFs) [21, 22] (S1B and S1C Fig in S3 File). The KSFM-Ca^2+^ cell lines had reduced *p16*^*INK4a*^ expression and increased telomere length compared with the primary keratinocytes (Fig 2D and 2E). When reaching a steady state growth at > 30 passages, the cells had a slightly further *p16*^*INK4a*^ decrease and telomere length increase. Karyotyping showed that in contrast to the mESC and MEFs, which displayed normal chromosomes (i.e. n = 40), the primary murine keratinocytes (P0) derived in DKSFM were mostly tetraploid or nearly tetraploid consistent with observations made by others [23] (Fig 2F and S1D Fig in S3 File). The long-term cultured KSFM-Ca^2+^ cell lines also displayed tetraploid and hyperdiploid, and cells at early (p5) and late (>p30) passages had similar chromosome numbers (Fig 2F). Taken together, these data suggested that the KSFM-Ca^2+^ medium selects a population of keratinocytes that were genetically stable with long-term proliferative potential.

After recovered from liquid nitrogen storage, the cells retained the growth and subculture capacity. These results suggest that while the KSFM+Ca^2+^ and DKSFM media support primary keratinocyte proliferation, the KSFM-Ca^2+^ medium enables the survival of keratinocytes with long-term proliferative output.

### Formation of keratinocyte intercellular junctions

The epithelial cells join to each other through a set of intercellular junctions that are crucial for the mechanical and functional integrity of the epidermis [24]. As part of the epithelial junction complex, the adherens junctions provide adhesiveness between cells, while the tight junctions form a paracellular diffusion barrier that regulates epithelial permeability [25, 26]. The E-cadherin (E-Cad), a component of the transmembrane adhesion complex, was detected predominantly on the plasma membrane at cell-cell junctions in primary keratinocytes grown in DKSFM (Fig 3A); however, it was found in the perinuclear and dispersed in the cytoplasm in cells derived in KSFM-Ca^2^. Similarly, the tight junction protein ZO-1 located at membrane and intercellular contacts of cells grown in DKSFM appeared in the nucleus of cells derived in KSFM-Ca^2^.

**Fig 3:**
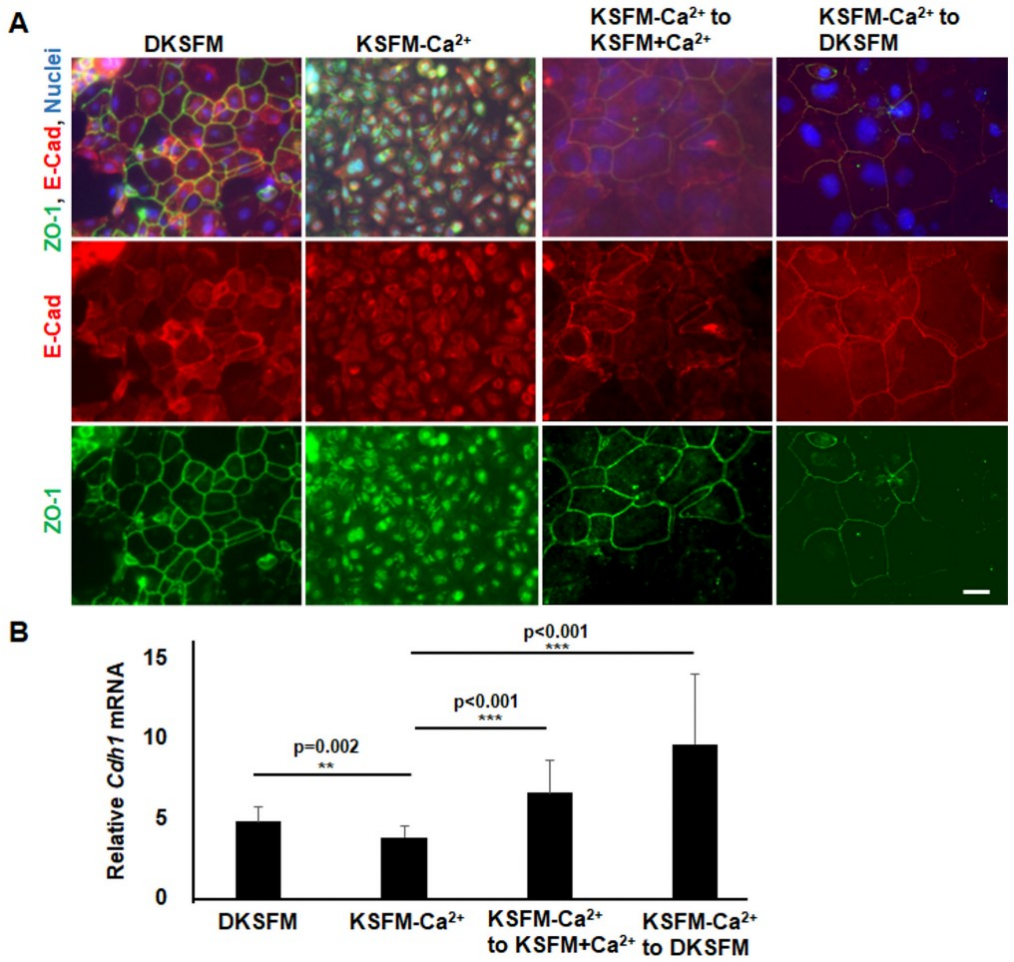
Formation of cell-cell junctions depends on extracellular calcium. (A) Primary keratinocytes grown in DKSFM and cell lines grown in KSFM-Ca^2+^ with or without switching to DKSFM and KSFM+Ca^2+^ media for 48 h were examined (A) by immunofluorescence staining using anti-E-Cad and anti-ZO-1, and (B) by qPCR for mRNA of E-Cadherin (*Cdh1)* compared to the level in mESCs as 1. Data represent at least triplet samples +/-SD. Scale bar represents 20 μm.

To test if it was the low extracellular calcium that prevented the formation of intercellular junctions in KSFM-Ca^2^-derived cells, we placed the cells in either KSFM+Ca^2+^ or DKSFM media, a change that resulted in an increase of extracellular calcium from 0.06 mM to 0.15 mM. Both the adherens and the tight junctions were restored in the KSFM-Ca^2+^-derived cells after growing for 2 days in media containing 0.15 mM Ca^2+^, corresponding to a significant up-regulation of E-Cad expression (Fig 3A and 3B). Thus, increasing extracellular calcium could restore the cell-cell junctions in the KSFM-Ca^2^-derived cells.

When transferred to DKSFM media, the KSFM-Ca^2+^-derived cells increased in size, followed by a massive cell loss after one week. Nonetheless, a small percentage of the cells was able to survive and grow, and eventually repopulated to reach confluence (Fig 4A). These DKSFM-adapted cells retained subculture capacity, could be passaged 34 times so far, and storage in liquid nitrogen. Moreover, they exhibited decreased doubling time along with increased passage numbers, resembling the growth features of KSFM-Ca^2^-derived cell lines (Fig 4B). Distinct from the parental cells, however, the DKSFM-adapted cells formed tight- and adherens-junctions accompanied with increased E-Cad expression (Fig 4C and 4D). These observations suggest that the atypical KSFM-Ca^2+^-derived keratinocytes (so forth called KSFM-Ca^2+^ cells) could be converted in DKSFM to keratinocytes that formed intercellular junctions (so forth called DKSFM cells), and that both cell lines have extensive subculture capacities.

**Fig 4:**
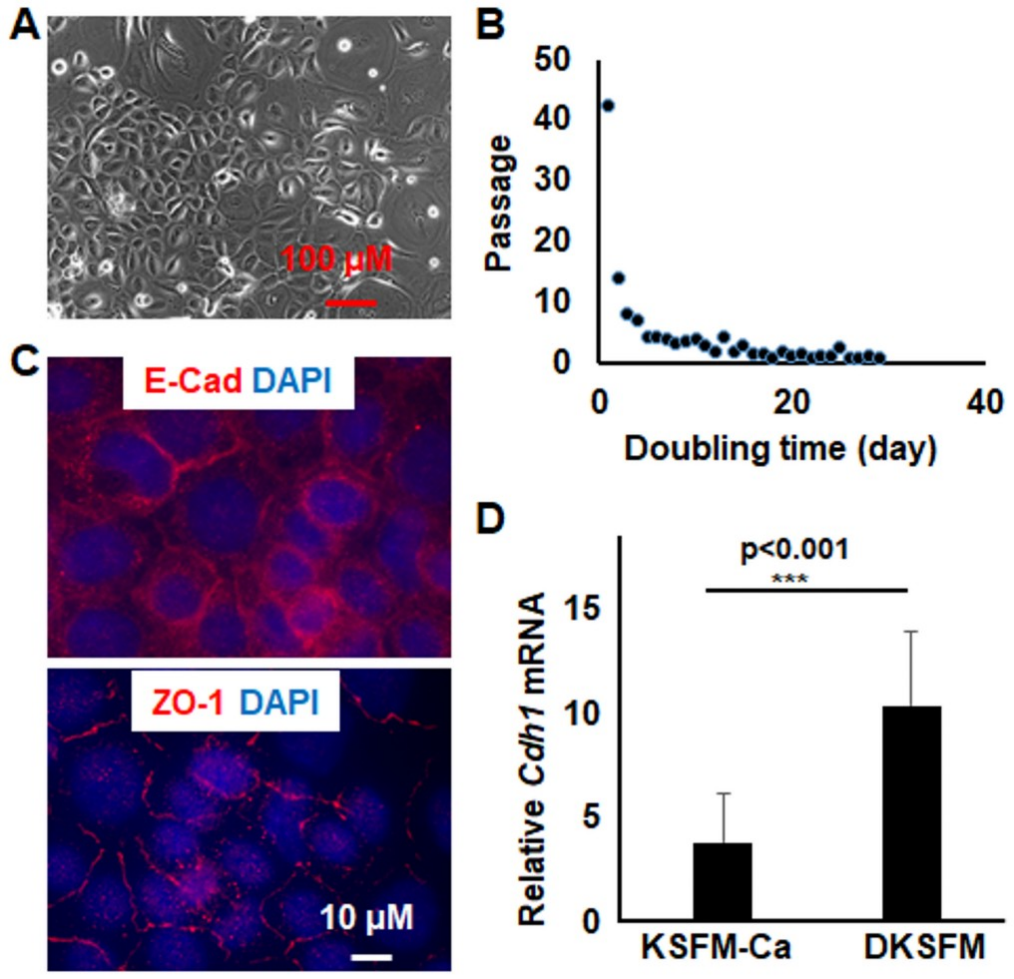
Characterization of epithelial cells adapted in DKSFM media. Cells adapted to grow in DKSFM were (A) examined with microscope and bright-field images captured, (B) examined for growth rate through the calculation of doubling time at different passages, (C) subjected to immunofluorescence staining using antibodies for E-Cad and ZO-1, and images were captured with Zeiss fluorescent microscope, and (D) measured for E-Cad (*Cdh1*) expression by qPCR and expression was compared to that in mESCs as 1. Results represent duplicate data of at least 3 biological samples.

### Gene expression signatures of the epithelial cell lines

To understand the molecular features of the cell lines, we examined the global gene expression signatures using RNA-seq. 

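The RNA-seq compared 3 replicate libraries of the KSFM-Ca2+ cells, keratinocytes derived in medium with 0.06 mM calcium, with 3 replicate libraries of the DKSFM cells, the descendants of these cells that survived transfer to the defined medium with 0.15 mM calcium. Directional libraries of poly(A) RNA were sequenced as single reads of 85 bases. The authors aligned the reads to mm10 with STAR and RefSeq genes and quantified them with Salmon. The files used here hold the mean read coverage per base for each gene, listed by symbol and written to 1 decimal. The authors did not scale this signal to library size, and how coverage was computed from the alignments is not stated in the paper's text. Total coverage summed over genes was 1601676, 1238411 and 1057750 in the KSFM-Ca2+ replicates 1 to 3 and 1174348, 1239438 and 1170675 in the DKSFM replicates. The paper gives its depth as 23.4 ± 1.6 M pass filter reads per sample (mean ± SE; M, mega). Multiplying coverage by the median length of each gene's transcripts and dividing by the read length gave an approximate 27.2 to 41.7 M aligned reads per library, with a median of 30.9 M. The mean of these estimates, 32.1 M, lies above the paper's mean of pass filter reads, which aligned reads cannot exceed. The cause of this conflict was not found, so numbers of reads given here are rough. All values reported here rest on the coverage itself. Because reads per gene were not used here, a count model such as the authors' DESeq2 was not fitted, and the 0.1 rounding step sets the smallest value that could be seen. Coverage was normalized between libraries by an unweighted trimmed mean of M values, which multiplied the library totals by 0.989 to 1.01. The test was limma with an intensity trend on log2(normalized coverage + 0.1), over the 12409 genes with a normalized coverage of at least 0.5 in at least 3 libraries. Adjusted p-values are Benjamini-Hochberg values over these genes. Fold changes are DKSFM over KSFM-Ca2+ on the log2(value + 0.1) scale, which understates changes of genes with low coverage. Normalized coverage is given as mean ± SD (n = 3 libraries), and gene positions are those of GRCm38 (mm10) in GENCODE M21. The paper's text does not say whether the replicates were separate cultures, passages or extracts.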

In 9006 genes detected at an adjusted *p*<0.01, approximately 35% of them were differentially expressed (> = 2-fold) between the KSFM-Ca^2+^ and DKSFM cells (Fig 5A). 

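Of the 12409 genes tested, 9001 had an adjusted p under 0.01 in limma's moderated test. Among these genes, 1624 were higher in the DKSFM cells by at least 2-fold and 1318 were higher in the KSFM-Ca2+ cells by at least 2-fold. Together they made up 32.7% of the genes past the threshold, as the sum of 18.0% up in the DKSFM cells and 14.6% up in the KSFM-Ca2+ cells. The other 6059 genes past the threshold changed by less than 2-fold. In 10333 tested genes (83.3%) the 3 libraries of one line all lay above the 3 of the other, where chance gives 10%. Part of the 2-fold list had little coverage. Of its 2942 genes, 155 had a mean normalized coverage under 1 in the higher line. In 240 of them every KSFM-Ca2+ library, and in 135 every DKSFM library, was listed at or under the rounding step of 0.1, so that the fold change of these genes depends on the pseudocount. The alternatives that moved the 2-fold counts most were a filter that asks for a normalized coverage of at least 0.5 in every library, with 1020 genes higher in the DKSFM cells, and testing against a 2-fold change itself with limma's treat, with 788 genes higher in the KSFM-Ca2+ cells.

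**Figure D1:**
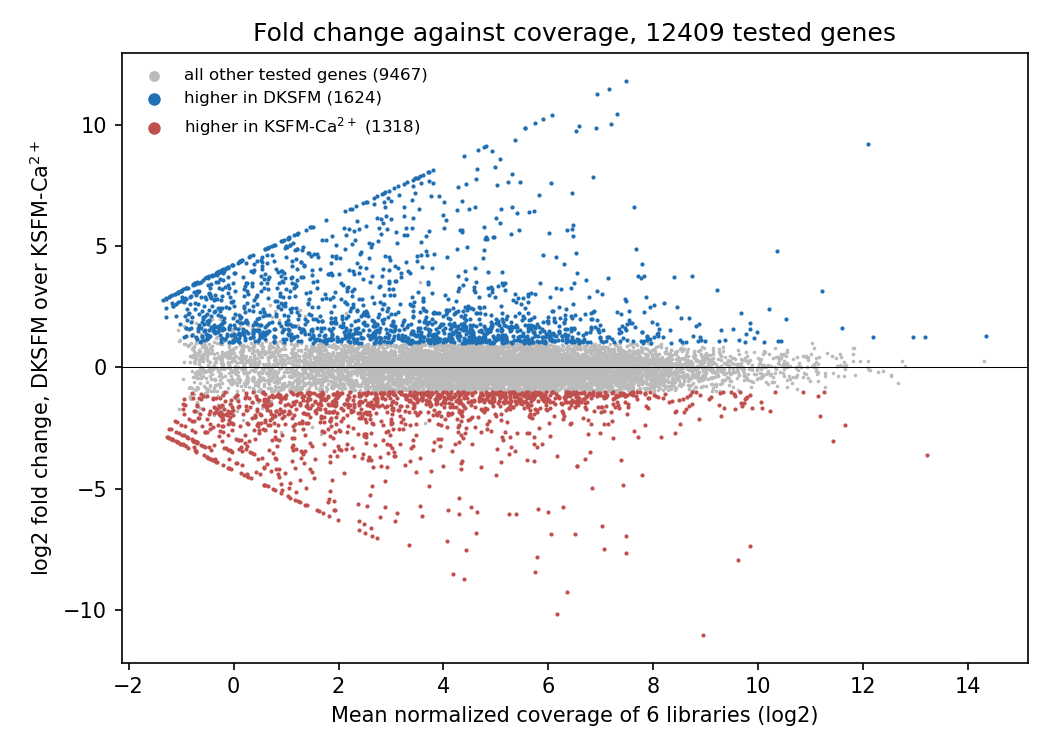
The log2 fold change of each tested gene (DKSFM over KSFM-Ca2+, vertical axis) is plotted against the log2 of its mean normalized coverage over the 6 libraries (horizontal axis). Blue points are the 1624 genes higher in the DKSFM cells and red points the 1318 genes higher in the KSFM-Ca2+ cells, each by at least 2-fold at an adjusted p under 0.01 in limma's test, and grey points are all other tested genes. The points that line up along the upper and lower edges are genes listed at or near 0 in all libraries of one line.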

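Functional groups were tested with limma's camera, which asks whether the genes of a set rank differently from all other tested genes. The 8 gene lists were written by hand before the data were examined and are not the Metascape terms that the paper used. Their themes follow the functions that the paper found in these same libraries. The lists also hold some genes that the paper drew from these libraries, such as *Arvcf*, *Ccl2* and *Pcna*. Their p-values are therefore not independent support for those functions. Each adjusted p is a Benjamini-Hochberg value over the 8 sets, with an inter-gene correlation of 0.01. The largest shift toward the DKSFM cells was in the keratins, of which 20 of 21 tested genes were higher in these cells (median log2 fold change 2.1, adjusted p = 1.09e-05 by camera). Genes of the cornified envelope followed, with 40 of 51 higher and a median of 1.83 (adjusted p = 2.81e-05). Among genes of the extracellular matrix and its receptors, 54 of 79 were higher (median 0.73, adjusted p = 0.00584). Genes of cell-cell junctions were divided, 27 higher and 25 lower in the DKSFM cells, with a median of 0.21 that did not pass the threshold of 0.05 (adjusted p = 0.265). In the other direction, 23 of 31 cytokine and chemokine genes were lower in the DKSFM cells, with a median of -3.43 (adjusted p = 0.00160). Of the genes in TNF signalling, 49 of 72 were lower, and the median shift was small at -0.29 (adjusted p = 0.00684). This set shares genes with the cytokines and chemokines, among them *Ccl2*, *Ccl20*, *Cxcl1* and *Tnf*. The 2 calls are therefore not separate results, and TNF signalling was not tested without the shared genes. Shifts of the replication and mitosis genes were modest in size but shared by most members. The set named after the pre-replicative complex also holds other DNA replication genes, such as *Rfc1*, *Pold1* and *Fen1*. In it, 42 of 47 genes were lower in the DKSFM cells (median -0.88, adjusted p = 6.40e-08). For chromosome segregation, 97 of 103 were lower (median -0.75, adjusted p = 1.30e-13). The direction of each set's median was the same under each scaling of the libraries that was tried. The calls rest on the correlation assumed between the genes of a set. With that correlation estimated from the 6 libraries, none of the 8 sets passed, and the smallest adjusted p was 0.0580 for the keratins.

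**Figure D2:**
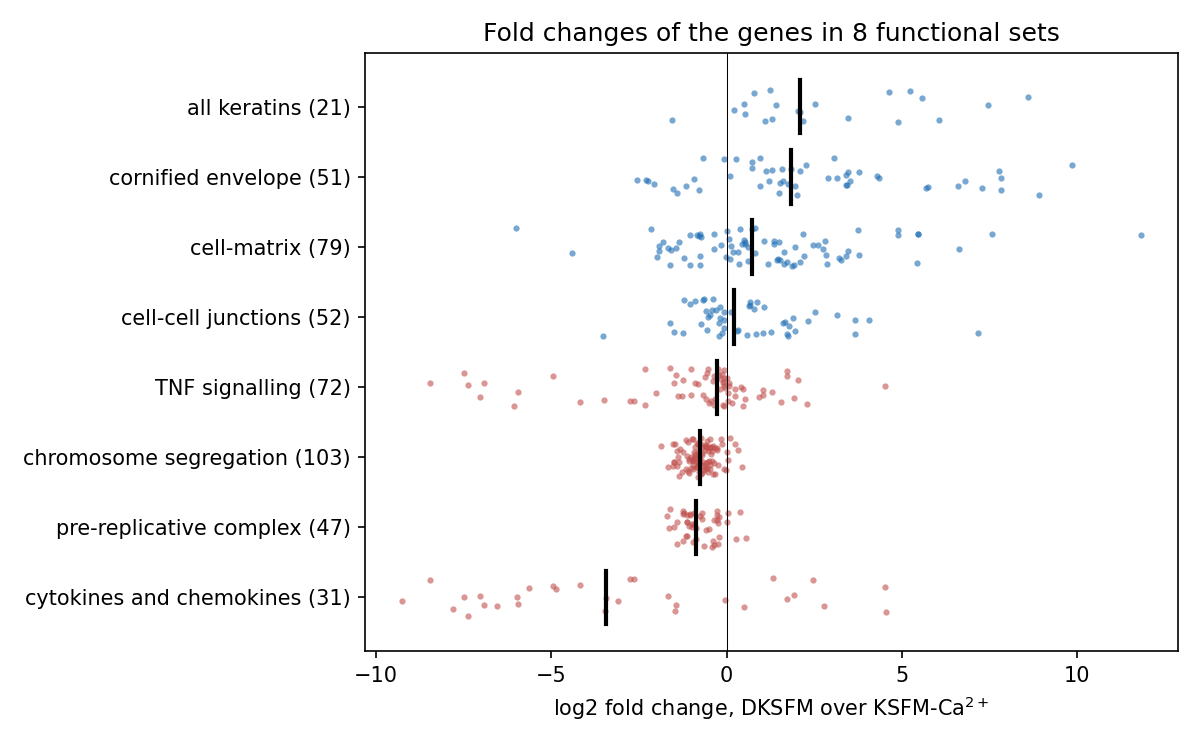
Each point is the log2 fold change (DKSFM over KSFM-Ca2+, horizontal axis) of one tested gene in 1 of the 8 sets, with the number of tested genes in parentheses, and black bars are the medians. Sets are blue where the median is above 0 and red where it is below 0, and the vertical position of points within a set carries no value. The medians run from -3.43 for cytokines and chemokines to 2.1 for keratins.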

The differential gene expression signatures indicate that the KSFM-Ca^2+^ cells have up-regulated functions in immune/inflammatory/cytokine responses and DNA replication/mitosis/cell cycle regulation, whereas the DKSFM cells have up-regulated functions in epithelial cornification/differentiation/adhesion/morphogenesis (Fig 5B and 5C). Compared to the KSFM-Ca^2+^ cells, the DKSFM cells had more mRNA transcripts of cytokeratins (*Krt*), and genes implicated in epidermal terminal differentiation, cell-cell adhesion and cell-matrix interactions (S2 Fig in S3 File), but less transcripts of genes of inflammatory/immune responses and cell cycle/proliferation (S3 Fig in S3 File).

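The genes drawn in S2 Fig and S3 Fig were looked up one by one. All 11 cytokeratins of S2A Fig were higher in the DKSFM cells by at least 2-fold at an adjusted p under 0.01 in limma's test, with a median log2 fold change of 4.64. The smallest change was that of *Krt17* (chromosome 11 from 100256217 to 100261029; log2 fold change 1.08, standard error 0.09, adjusted p = 6.36e-06). Among the most expressed were *Krt5* (chromosome 15 from 101707070 to 101712898), with a normalized coverage of 4694 ± 26.0 in the KSFM-Ca2+ libraries and 11125 ± 819 in the DKSFM libraries, and *Krt14* (chromosome 11 from 100203162 to 100207548), with 12001 ± 242 in the KSFM-Ca2+ libraries and 29658 ± 1599 in the DKSFM libraries. *Krt8* (chromosome 15 from 101996698 to 102004482) was close to the rounding step in the KSFM-Ca2+ cells, where its libraries were listed at 0.2, 0 and 0.1, and reached 67.7 ± 3.01 in the DKSFM cells. *Krt18* (chromosome 15 from 102028180 to 102032027) was at least 179-fold higher in the DKSFM cells, counted against the 0.1 step. Reads of *Krt6b*, *Krt14*, *Krt16* and *Krt17* could be shared with closely related keratin genes, which makes their coverage less certain. Of the 13 terminal differentiation genes, 11 were higher by at least 2-fold. The exceptions were *Sprr2a1* and *Sprr2a2*, overlapping genes listed with the same coverage in every library, whose change was not past the threshold (log2 fold change 0.73, standard error 0.24, adjusted p = 0.0206). The paralog *Sprr2a3* did pass it (log2 fold change 2.00), though reads could be split among the 3 genes. *Upk1b* (chromosome 16 from 38773184 to 38800328) was listed at 0.1 in every KSFM-Ca2+ library and had 192 ± 17.4 in the DKSFM cells. Counted against the listed 0.1 this was 1621-fold higher, which is not a strict lower bound because 0.1 is a rounded value. All 17 cell-cell adhesion genes and all 27 cell-matrix genes were higher by at least 2-fold, with median log2 fold changes of 1.93 and 2.60. In these lists *Dsp* (chromosome 13 from 38151294 to 38198577), which encodes desmoplakin, had 138 ± 4.40 in the KSFM-Ca2+ libraries and 330.2 ± 5.27 in the DKSFM libraries, and *Fn1* (chromosome 1 from 71585520 to 71653200), which encodes fibronectin, 7.57 ± 0.524 in the KSFM-Ca2+ libraries and 32.8 ± 2.35 in the DKSFM libraries. *Fn1* lies on a chromosome whose genes were lower in the DKSFM cells as a group, so its rise runs against that shift. *Serpina3m* and *Serpina3n* belong to a family of close copies and are uncertain for that reason. All 15 genes of S3A Fig and all 11 of S3B Fig were lower in the DKSFM cells by at least 2-fold, with medians of -1.27 and -1.29. *Pcna* (chromosome 2 from 132249162 to 132253314) had a normalized coverage of 383 ± 11.6 in the KSFM-Ca2+ libraries and 163 ± 4.36 in the DKSFM libraries (log2 fold change -1.23, standard error 0.03, adjusted p = 1.58e-08). *Mki67*, which encodes Ki67 (chromosome 7 from 135689784 to 135716361), had 73.9 ± 1.37 in the KSFM-Ca2+ libraries and 28.2 ± 1.47 in the DKSFM libraries (log2 fold change -1.39, standard error 0.05, adjusted p = 4.21e-08). The largest fall was that of *Hmga2* (chromosome 10 from 120361275 to 120476469; log2 fold change -4.43, standard error 0.06, adjusted p = 6.20e-10). Adjusting over the paper's named genes alone left the count past the threshold at 145 of 148 tested. These lists were the authors' selection from the same libraries, so the counts show no stability. From the functions enriched in its own analysis among the genes higher in each line, the paper reasons that the KSFM-Ca2+ cells have raised immune and cell cycle functions and the DKSFM cells raised functions in differentiation and adhesion (Fig 5B and 5C).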

**Fig 5:**
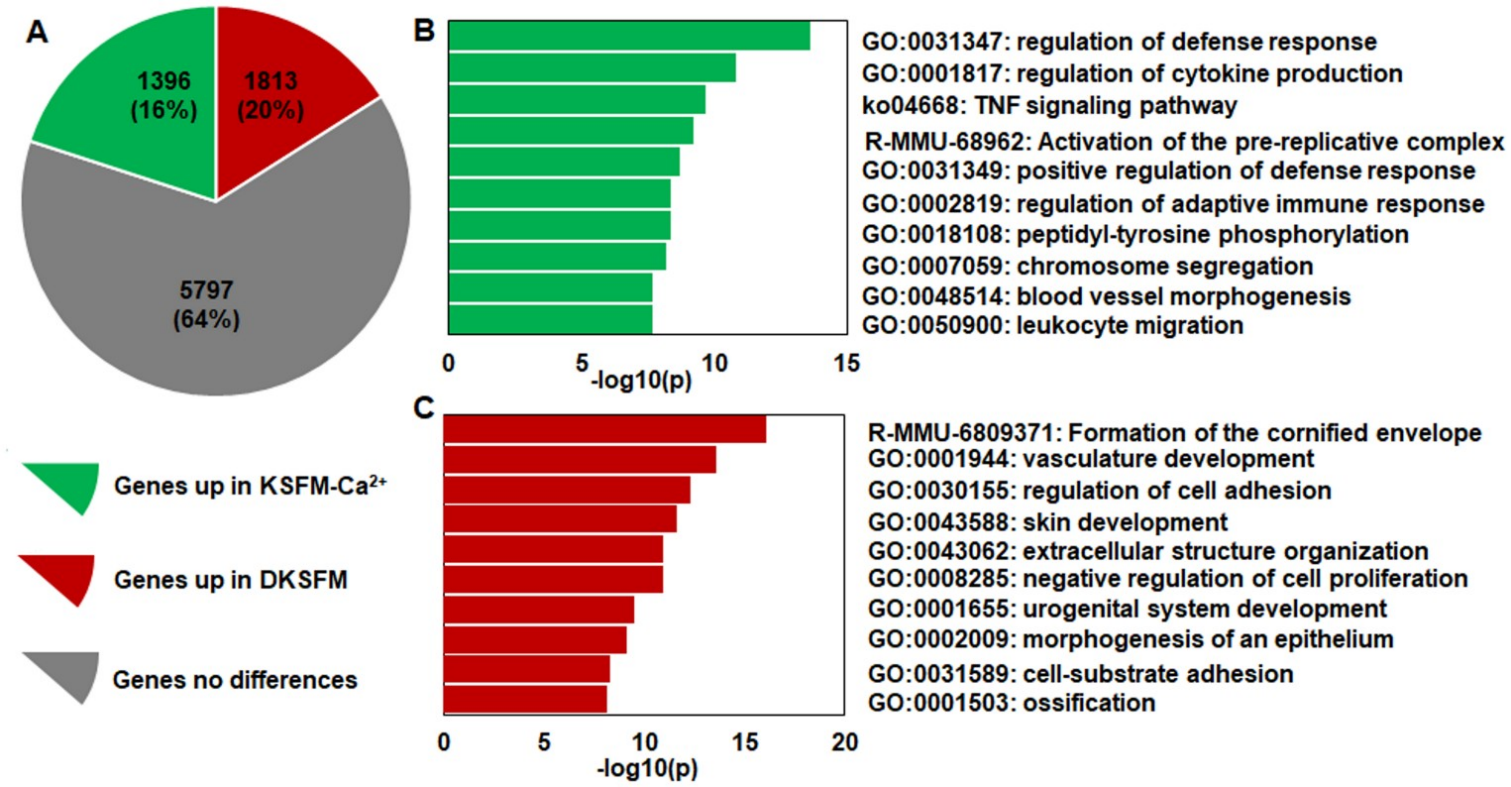
Global gene expression and RNA-seq analysis. (A) Of the significant genes detected in the KSFM-Ca^2+^ and DKSFM cells, 16% were significantly up-regulated in the KSFM-Ca^2+^ cells whereas 20% were significantly up-regulated in the DKSFM cells. Enrichment analysis reveals the top functions up-regulated in (B) KSFM-Ca^2+^ cell and (C) DKSFM cells.

Selective gene expression was validated by qPCR. Specifically, compared to the KSFM-Ca^2+^ cells, the DKSFM cells displayed a slight increase in expression of basal keratinocyte marker *Krt14*, more elevated expression of spinous layer markers *Krt1* and *Krt10*, and a granular layer marker *L*oricrin (*Lor*); they also had more abundant expression of *Krt8*, a marker for simple single-layered epithelial cells [27] (Fig 6A). Also consistent with RNA-seq findings suggesting that KSFM-Ca^2+^ cells had elevated inflammatory responses (S4 Table in S2 File), qPCR detected significantly increased expression of an inflammatory mediator C-C Motif Chemokine Ligand 2 (*Ccl2*) in KSFM-Ca^2+^ over DKSFM cells (Fig 6B). 

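All 27 genes of S4 Table were lower in the DKSFM cells by at least 2-fold, each at an adjusted p under 0.01 in limma's test, with a median log2 fold change of -2.34. The changes ran from -1.5 for *Slc12a2* to -7.81 for *Il1a*. *Ccl2* (chromosome 11 from 82035571 to 82037453) had a normalized coverage of 265 ± 25.4 in the KSFM-Ca2+ libraries and 1.39 ± 0.361 in the DKSFM libraries (log2 fold change -7.5, standard error 0.17, adjusted p = 6.17e-09). *Il1a* (chromosome 2 from 129299610 to 129309972) was listed at 131.8, 106.4 and 102.1 in the KSFM-Ca2+ libraries and at 0.4, 0.6 and 0.2 in the DKSFM libraries. The chemokine gene *Cxcl1* (chromosome 5 from 90891241 to 90893115) had the highest coverage of the list in the KSFM-Ca2+ cells, 1816 ± 169 in the KSFM-Ca2+ libraries and 10.9 ± 0.854 in the DKSFM libraries. *Nfkbia*, which encodes IκBα (chromosome 12 from 55489410 to 55492647), had 236 ± 7.08 in the KSFM-Ca2+ libraries and 47.0 ± 0.419 in the DKSFM libraries (log2 fold change -2.32, standard error 0.03, adjusted p = 6.63e-10). The differences in these genes were larger than the spread between replicates, with no overlap between the lines. *Cxcl3*, *Cxcl5* and *Ppbp* lie next to related chemokine genes on chromosome 5 and could share some reads with them.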

The mRNA and proteins of the inflammation biomarker Plasminogen activator inhibitor-1 (*Pai-1*) were more abundant in KSFM-Ca^2+^ but hardly detectable in DKSFM cells [28, 29] (Fig 6B and 6C). Moreover, phosphorylation of IkBα, a direct indicator of the TNF pathway activation [30], was higher in KSFM-Ca^2+^ than DKSFM cells.

**Fig 6:**
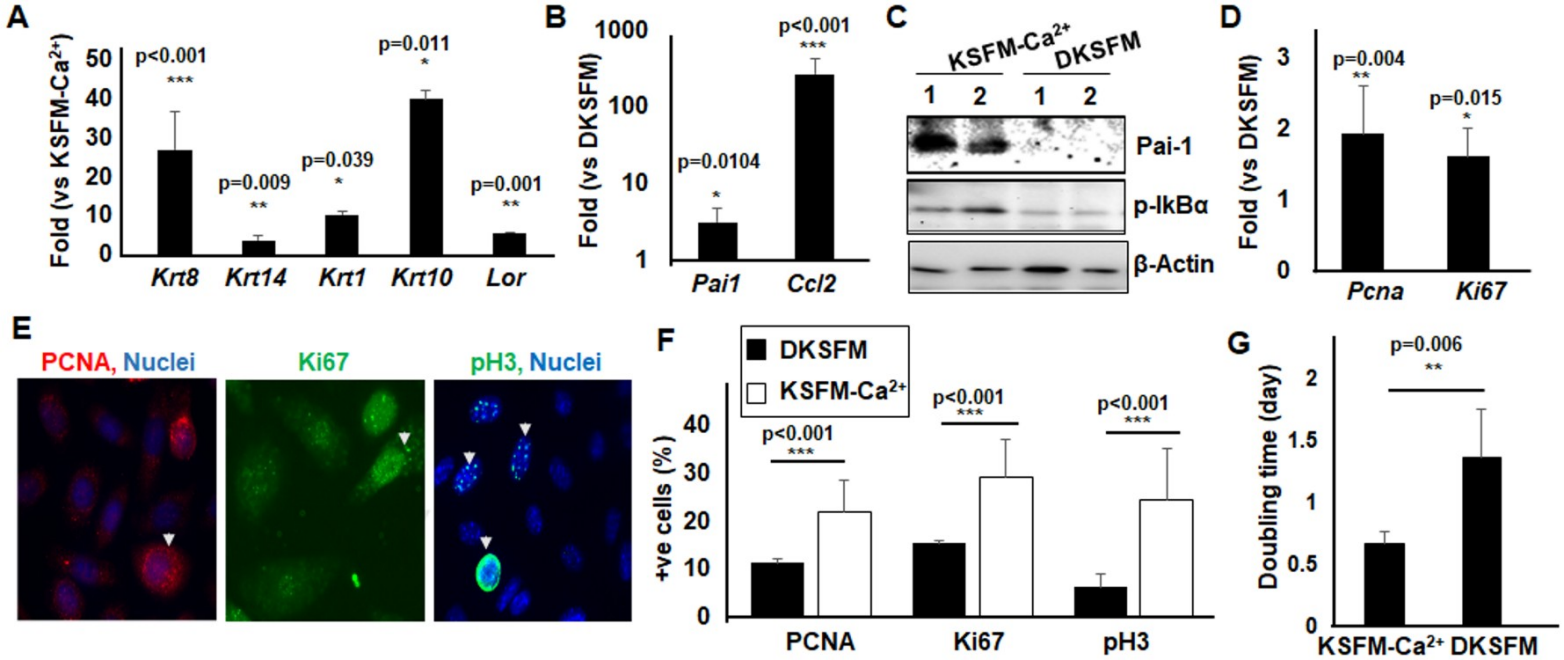
Differential functional pathways in KSFM-Ca^2+^ and DKSFM cells. Differential gene expression in KSFM-Ca^2+^ and DKSFM cells were validated with qPCR, on (A) epithelial differentiation markers, including *Krt1*, *Krt8*, *Krt10*, *Krt14 and Lor*, (B) inflammatory genes *Ccl2* and *Pai-1*, and (D) *Pcna* and *Ki67* implicated in proliferation. The expression at protein levels of (C) PAI-1 and pIκBα was examined by Western blotting and β-Actin was used as a loading control. The expression of PCNA, Ki67 and pH3 (E) was examined by immunofluorescent staining and (F) the percentage of staining positive cells were quantified based on biological triplicates. Arrowheads pointed at typical staining positive cells. (G) The doubling time of the KSFM-Ca^2+^ cells and the DKSFM cells was calculated and results represent the average of >20 data sets. Statistical analyses were performed with Student’s *t*-test.

To evaluate the differential proliferation of the KSFM-Ca^2+^ and DKSFM cells, we examined the expression of *proliferating cell nuclear antigen* (*Pcna*), encoding a protein that regulates DNA replication, and *Ki67*, a DNA-binding proliferative protein [31]. The qPCR showed that *Pcna* and *Ki-67* mRNA was increased by nearly 2-fold in KSFM-Ca^2+^ over DKSFM cells. Correspondingly, immunostaining detected enrichment of PCNA and Ki-67 in the nucleus of approximately 22% KSFM-Ca^2+^ cells versus ~11% DKSFM cells (Fig 6D–6F). In addition, the phosphorylation of histone 3 (pH3), a highly specific proliferation marker where phosphorylation takes place only in mitosis [32], was detectable in ~20% KSFM-Ca^2+^ cells but only in less than 5% of DKSFM cells. The doubling time of the KSFM-Ca^2+^ cells was half that of the DKSFM cells, supporting the contention that the KSFM-Ca^2+^ cells grew faster (Fig 6G). These results reveal distinct characteristics of the KSFM-Ca^2+^ and DKSFM cells in differentiation, proliferation and inflammatory pathway activation.

### The keratinocyte lines display epidermal stem cell characteristics

The unlimited subculture capacities of the keratinocyte lines prompted us to ask whether these cells possessed stem cell properties. We tested the possibility by examining the RNA-seq data for expression of epidermal stem cell markers. 

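*Trp63* (chromosome 16 from 25683763 to 25892102) had a normalized coverage of 405 ± 12.4 in the KSFM-Ca2+ libraries and 442 ± 13.7 in the DKSFM libraries. This level lay above that of 95.8% of tested genes in the KSFM-Ca2+ cells and 96.4% in the DKSFM cells. *Itga6* (chromosome 2 from 71745616 to 71858416) had 259 ± 6.26 in the KSFM-Ca2+ libraries and 284 ± 9.15 in the DKSFM libraries, above 92.8% and 93.9% of tested genes. The 2 lines were close in both genes. Their differences, though past the threshold of 0.01, were small (*Trp63*: log2 fold change 0.13, standard error 0.03, adjusted p = 0.00945; *Itga6*: log2 fold change 0.13, standard error 0.03, adjusted p = 0.00579; limma) and no longer passed under several of the alternatives tried, scaling by library totals only among them (adjusted p = 0.0186 and 0.0103). *Fst* (chromosome 13 from 114452290 to 114458951) had 192 ± 5.23 in the KSFM-Ca2+ libraries and 371 ± 16.2 in the DKSFM libraries, above 89.8% and 95.5% of tested genes. The least expressed of the 4 was *Tnc* (chromosome 4 from 63959785 to 64047015), with 34.9 ± 1.37 in the KSFM-Ca2+ libraries and 61.6 ± 1.04 in the DKSFM libraries, above 57.8% and 71.1% of tested genes. *Fst* and *Tnc* were both higher in the DKSFM cells, by less than 2-fold (*Fst*: log2 fold change 0.95, standard error 0.04, adjusted p = 1.21e-07; *Tnc*: log2 fold change 0.82, standard error 0.04, adjusted p = 3.79e-07), and their libraries did not overlap between the lines. The tested genes between 20 and 40 Mb of chromosome 16, where *Trp63* lies, had a median log2 fold change of 0.13 relative to all tested genes.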

Both the KSFM-Ca^2+^ and the DKSFM lines had abundant expression of epidermal stem/progenitor markers, including *Fst*, *Tnc*, *Itga6* and *Trp63*, underscoring their stemness potential [33] (Fig 7A). However, compared to the KSFM-Ca^2+^ cells, which had more abundant expression of *Cd200*, *Cd34*, *Cd44*, *Fzd-3* and *Itgb1* associated with hair follicle stem cells [33–35], the DKSFM cells had more abundant expression of *Lgr5*, *Krt15*, *Krt6b*, *Gli* and *Sca-1* that are markers of epidermal progenitors [36–38] (Fig 7A and 7B).

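Among the genes associated with hair follicle stem cells, *Cd200* (chromosome 16 from 45382135 to 45409053) showed the largest difference, with a normalized coverage of 74.4 ± 2.16 in the KSFM-Ca2+ libraries and 1.04 ± 0.307 in the DKSFM libraries (log2 fold change -6.06, standard error 0.19, adjusted p = 2.83e-08; limma). *Cd44* (chromosome 2 from 102811141 to 102901665) had 1203 ± 52.6 in the KSFM-Ca2+ libraries and 431 ± 21.2 in the DKSFM libraries (log2 fold change -1.48, standard error 0.04, adjusted p = 2.69e-08). *Itgb1* (chromosome 8 from 128685654 to 128733200) had 461 ± 6.17 in the KSFM-Ca2+ libraries and 169 ± 3.77 in the DKSFM libraries (log2 fold change -1.44, standard error 0.03, adjusted p = 2.88e-09). The other 2 genes of this group did not pass the filter and were not tested. *Fzd3* (chromosome 14 from 65192449 to 65262463) was listed at 0.6, 0.5 and 0.4 in the KSFM-Ca2+ libraries and at 0 in all DKSFM libraries, where a step of 0.1 is worth an approximate 15.0 reads. *Cd34* (chromosome 1 from 194938819 to 194961279) was listed at 0.1, 0.2 and 0.1 in the KSFM-Ca2+ libraries and at 0 in the DKSFM libraries, where a step of 0.1 is worth an approximate 2.95 reads. Of the epidermal progenitor markers, *Krt15* (chromosome 11 from 100131758 to 100135928) had 13.6 ± 3.66 in the KSFM-Ca2+ libraries and 391 ± 13.2 in the DKSFM libraries (log2 fold change 4.87, standard error 0.17, adjusted p = 5.23e-08). *Krt6b* (chromosome 15 from 101676023 to 101680287), which could share reads with *Krt6a*, had 5.66 ± 0.170 in the KSFM-Ca2+ libraries and 63.4 ± 7.82 in the DKSFM libraries (log2 fold change 3.46, standard error 0.08, adjusted p = 9.59e-09). *Ly6a*, which encodes Sca-1 (chromosome 15 from 74994877 to 74998031), was abundant in both lines, with 5482 ± 236 in the KSFM-Ca2+ libraries and 12926 ± 358 in the DKSFM libraries (log2 fold change 1.24, standard error 0.04, adjusted p = 3.81e-08). The *Gli* genes were higher in the DKSFM cells at low coverage. *Gli1* (chromosome 10 from 127329882 to 127341974) had 0.254 ± 0.0378 in the KSFM-Ca2+ libraries and 1.03 ± 0.173 in the DKSFM libraries (log2 fold change 1.67, standard error 0.22, adjusted p = 1.60e-04), and *Gli2* (chromosome 1 from 118834132 to 119053619) 1.12 ± 0.112 in the KSFM-Ca2+ libraries and 3.57 ± 0.170 in the DKSFM libraries (log2 fold change 1.59, standard error 0.13, adjusted p = 6.28e-06). *Lgr5* (chromosome 10 from 115450311 to 115587780) was listed at 0 in all KSFM-Ca2+ libraries and at 0.3, 0.3 and 0.4 in the DKSFM libraries, where a step of 0.1 is worth an approximate 5.55 reads, and did not enter the test. For each tested gene named here the lines did not overlap. Genes shifted together along some chromosomes. Relative to all tested genes, the median log2 fold change in the 20 Mb window that holds the gene was -0.64 for *Itgb1*, -0.47 for *Fzd3*, -0.53 for *Cd34*, -0.24 for *Gli2*, 0.31 for *Gli1*, 0.12 for *Lgr5*, 0.13 for *Ly6a*, 0.13 for *Krt6b*, 0.08 for *Cd200*, 0.03 for *Cd44* and -0.06 for *Krt15*.

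**Figure D3:**
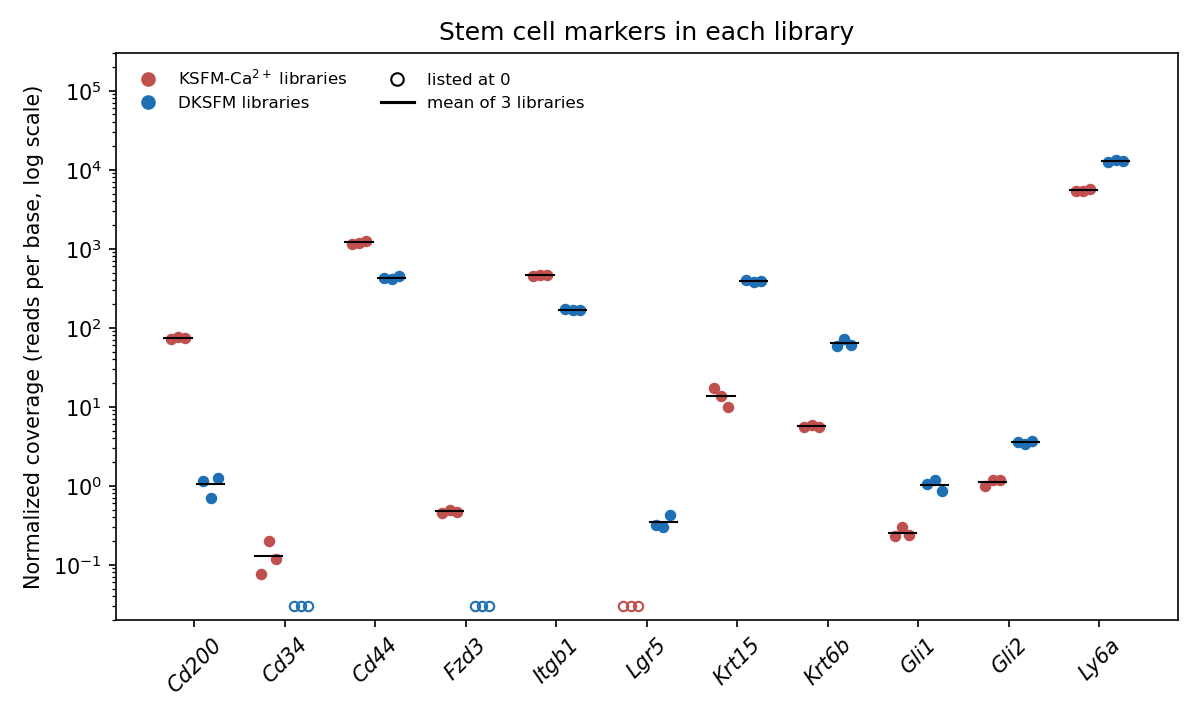
Normalized coverage (log axis, reads per base) of the markers in each KSFM-Ca2+ library (red) and DKSFM library (blue), with black bars at the mean of 3 libraries. Open circles at the bottom edge are libraries listed at 0, as for *Cd34* and *Fzd3* in the DKSFM cells and *Lgr5* in the KSFM-Ca2+ cells.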

**Fig 7:**
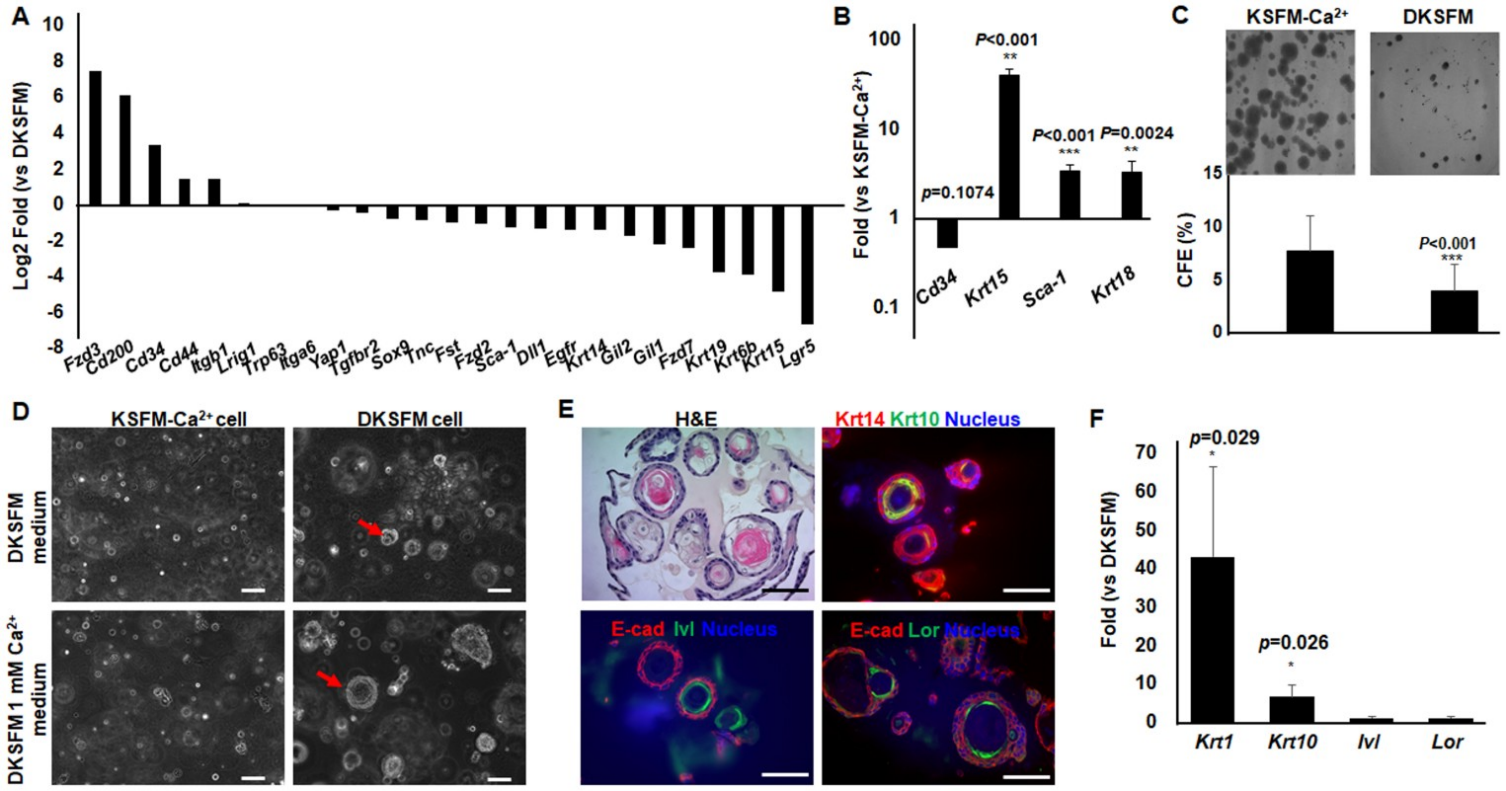
Stem and differentiation characteristics of the KSFM-Ca^2+^ and DKSFM cells. (A) RNA-seq revealed common and unique stemness gene expression signatures of KSFM-Ca^2+^ and DKSFM cells. (B) The expression of selective stem genes, i.e. *Cd34*, *Sca-1*, *Krt 15*, *Krt18*, were validated by qPCR. (C) Photographs of colonies formed with KSFM-Ca^2+^ and DKSFM cells and the numbers of colonies were counted and CFE calculated. (D) Organoids in 3D BME culture in different culture media were photographed under microscopy in brightfields. Arrows point at the representative organoids. The DKSFM cell-derived organoids grown in DKSFM media plus 1 mM Ca^2+^ were (E) subjected to histological analyses with H&E staining and immunostaining using antibodies indicated, and (F) examined by qPCR for expression of keratinocyte terminal differentiation genes, i.e. *Krt1*, *Krt10*, *Ivl*, *and Lor*. The scale bars in microscope images correspond to 100 μm. Statistical analyses were performed with Student’s t-test using data derived from at least triplicate biological samples.

To test the stem cell properties, we performed colony-forming efficiency (CFE) assay, one of the most widely used experimental approaches to assess the proliferative ability of individual stem and progenitor cell within a biological sample [39]. While both KSFM-Ca^2+^ and DKSFM cells were able to form colonies, the colonies’ appearances were quite different. Compared to the DKSFM cells, the KSFM-Ca^2+^ cells had larger holoclone-like colonies with uniform, round shapes and compact cell contents, suggesting greater stemness potential [39] (Fig 7C). Additionally, the overall colony forming efficiency (CFE) was 8% for KSFM-Ca^2+^ cells in contrast to about half that value for DKSFM cells.

We further applied these cells to 3D cultures, where epithelial progenitors could form organoids under conditions that mimic the *in vivo* microanatomy [40]. We embedded the single cell suspensions of KSFM-Ca^2+^ and DKSFM cells in basement membrane extract (BME) and cultured them in different media, including KSFM-Ca^2+^, DKSM or DKSM plus 1 mM calcium chloride. The KSFM-Ca^2+^ cells failed to form organoids in any of the growth media tested, whereas the DKSFM cells formed relatively small organoids in DKSFM media but generated large compact organoid structures in DKSFM with 1 mM Ca^2+^ (Fig 7D and S4A Fig in S3 File).

The large organoids formed with the DKSFM cells were characterized on differentiation to various epithelial cell types. Immunohistochemistry of paraffin sections detected the expression of Krt14 in cells at the outer layer, and Krt10, Involucrin (Ivl) and Loricrin (Lor) in cells at the inner layers of the organoids (Fig 7E). By qPCR, we found a robust induction of *Krt1* and *Krt10* expression while a small increase in *Ivl* and *Lor* expression in the organoids (Fig 7F), in contrast to the 2D cultures where increasing extracellular calcium was unable to induce DKSFM cell terminal differentiation (S4B Fig in S3 File). Collectively, these data show that the KSFM-Ca^2+^ and DKSFM cells represent unique epidermal stem/progenitor subpopulations with distinct stem cell markers, and proliferation and differentiation potentials.

## Discussion

We describe the establishment of murine epithelial cell lines under conditions free of serum and feeder cells using media containing minimal Ca^2+^ (KSFM-Ca^2+^). These cells express keratinocyte markers, have robust proliferation potential and can be extensively subcultured; they can also be recovered after storage in liquid N2, enabling enduring resources. Tetraploid or nearly tetraploid detected in the KSFM-Ca^2+^ cells are observed also in the primary keratinocytes, suggesting chromosomal abnormality is a common feature of *in vitro* murine keratinocyte culture not resulting from extensive passaging [23]. The KSFM-Ca^2+^ cell lines, on the other hand, are likely genetic stable because the early and late passaged cells have similar chromosome numbers. Cells derived in KSFM-Ca^2+^ media, however, have low E-Cad expression and lack the formation of intercellular junctions, suggesting that they belong to an atypical subgroup of epidermal cells. Nonetheless, after adaption in DKSFM media containing 0.15 mM Ca^2+^, the adapted DKSFM cells while retaining keratinocyte marker expression and the capacity of extensive subculture have higher E-Cad expression, tight- and adherence junction formation and can differentiate to suprabasal keratinocytes in 3D organoids. In contrast to the previously reported methods for murine keratinocyte culture, which rely on feeder cells and serum, undergo incomplete differentiation, or have limited subculture capacity [2, 5, 18, 41–43], the approaches described here promise endless cell supplies and advantageous experimental tools for skin biology research.

The proliferation capacity of the epidermis is sustained by progenitors, transient amplifying and stem cells, located in the interfollicular epidermis and the inner sheath of hair follicles [44–47]. We find the KSFM-Ca^2+^ cells possess stem-like characteristics, i.e. colony formation and signature gene expression, but do not exhibit senescence features, such as *p16*^*INK4a*^ increase and telomere shortening [48]. Our data further suggest that the KSFM-Ca^2+^ cells are located above the DKSFM cells in the stemness hierarchy. Several pieces of evidence lend supports to this contention. First, the KSFM-Ca^2+^ cells proliferate faster with shorter doubling time and more abundant expression of genes implicated in cell cycle and DNA replication, such as *Ki67* and *Pcna*. These characteristics are consistent with those of stem cells due to abbreviated G1 phase, absent G0 phase and differentially regulated cell cycle checkpoints [49, 50]. Second, the KSFM-Ca^2+^ cells lack cell-cell junctions, in agreement with the observed stem cell morphologies that prevent cell adhesion and junction formation [51]. Third, the KSFM-Ca^2+^ cells have potent clonogenic potential, forming larger holoclones with smooth perimeter, in contrast to the DKSFM cells that have less and smaller colonies likely due to decreased stem and increased differentiation potentials [39]. Fourth, the KSFM-Ca^2+^ cells display increased inflammatory gene signatures and activation of TNF signaling pathways, characteristics associated with epidermal stem cells [35]. In this context, the KSFM-Ca^2+^ cells may represent a subtype of stem cells that possesses inflammatory memory, responsible for quick barrier restoration in response to tissue damage [52]. A key regulator of the memory is Aim2, encoding an activator of the inflammasome [53]. Aim 2 expression is up-regulated by 30-fold in KSFM-Ca^2+^ versus DKSFM cells in the RNA-seq data.

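*Aim2* lies on chromosome 1 from 173350879 to 173466040. It was listed at a coverage of 1.1, 1.2 and 0.8 in the KSFM-Ca2+ replicates 1 to 3, before normalization, and at 0, 0 and 0.1 in the DKSFM replicates. After normalization the KSFM-Ca2+ libraries had 0.992 ± 0.181 (SD, n = 3). Because every DKSFM library was at or under the rounding step of 0.1, only a lower bound of the fold can be given. Against that step, *Aim2* was at least 9.35-fold higher in the KSFM-Ca2+ cells. A step of 0.1 is worth an approximate 3.34 reads of this gene. Its difference passed the threshold (adjusted p = 7.46e-05, limma). Of the tested genes, 8.82% had a lower mean coverage than *Aim2* in the KSFM-Ca2+ cells. The genes of chromosome 1 were lower in the DKSFM cells as a group.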

Formation of self-organizing organoids with structures mimicking the native microanatomy in 3D culture is a unique feature of stem and stem-like cells [40]. We find that the DKSFM, but not KSFM-Ca^2+^, cells are capable of forming 3D organoids. These organoids are composed of basal epithelial cells at the outer layer, and the keratinized inner core expressing not only Krt10, but also Involucrin and Loricrin that contribute to the cornified envelops. Recently, Boonekamp et. al. have shown that it is the interfollicular epithelial (IFE) progenitor that contributes to the 3D organoids formation [11]. Accordingly, we find that compared to the KSFM-Ca^2+^, the DKSFM cells have more abundant expression of the IFE markers *Sca-1* and *Lgr5*. In addition, the DKSFM cells have enriched expression of *Krt19*, a marker of hair follicle absent in interfollicular epidermal cells [54], and increased expression of *Dll1*, a marker of interfollicular stem cells [55]. 

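*Krt19* (chromosome 11 from 100140810 to 100148665) was scarce in both lines. Its libraries were listed at 0.6, 0.1 and 0.1 in the KSFM-Ca2+ cells and at 1.2, 1.9 and 1.5 in the DKSFM cells (log2 fold change 2.52, standard error 0.40, adjusted p = 4.65e-04; limma). A step of 0.1 is worth an approximate 1.85 reads of this gene. The KSFM-Ca2+ replicate 1 stood apart from the others, and without it the log2 fold change of *Krt19* was 2.97. *Dll1* (chromosome 17 from 15367354 to 15376872) was more abundant, with a normalized coverage of 26.8 ± 1.4 in the KSFM-Ca2+ libraries and 65.0 ± 2.13 in the DKSFM libraries (SD, n = 3; log2 fold change 1.27, standard error 0.05, adjusted p = 9.37e-08). Leaving out each library in turn moved the log2 fold change of *Dll1* only between 1.24 and 1.32.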

Possibly, the DKSFM cells represent a mixture of various stem, IFE progenitors and differentiating cell subtypes, capable of terminal differentiation under a suitable micro-environment.

Given that the KSFM-Ca^2+^ cells arise from a few cell clusters with a relatively low cluster forming efficiency (~ 0.06%), we postulate that these cells represent a small subset of epidermal stem cells that survive under the KSFM-Ca^2+^ conditions. The stem cell marker expression patterns suggest that these cells come from the hair follicles, and specifically, from the infundibular and isthmus epithelia, whose unique markers, Ccl2 and Ccl20, are expressed abundantly in the KSFM-Ca^2+^ cells [56]. 

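*Ccl20* (chromosome 1 from 83116766 to 83119167) had a normalized coverage of 107 ± 5.29 (SD, n = 3) in the KSFM-Ca2+ cells and was listed at 0.2, 0.2 and 0.2, close to the rounding step of 0.1, in the DKSFM cells (log2 fold change -8.45, standard error 0.08, adjusted p = 1.22e-10; limma). Its level in the KSFM-Ca2+ cells lay above that of 81.3% of tested genes. *Ccl2*, whose coverage is given with the inflammatory genes, lay above 93% of them. *Ccl20* also lies on chromosome 1, whose genes were lower in the DKSFM cells as a group by far less than *Ccl20*.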

Despite these observations, whether the KSFM-Ca^2+^ cells originate from cells residing in the upper and middle segments of the hair follicles is yet to be determined.

*In vivo*, low Ca^2+^ concentrations are found in the basal epidermis, where epithelial cells proliferate to maintain homeostasis, whereas high Ca^2+^ concentrations are in the suprabasal layers associated with terminal differentiation and keratinization [16]. Here we show that the KSFM-Ca^2+^ media containing minimal calcium can be used to obtain murine keratinocytes with epidermal stem cell-like characteristics and extensive subculture capacity. Building on these cell resources, we further obtain cells adapted in the DKSFM media. The DKSFM-adapted cells have epidermal progenitor-like features and are responsive to extracellular calcium to undergo terminal differentiation. The approaches described in this paper could be useful tools to obtain epithelial cell lines for studying epidermal biology and diseases, such as developmental disorders, cancer and their underlying genetic risks.

## Supporting information

S1 File Supplemental materials and methods. (PDF) Click here for additional data file.

S2 File Supplemental tables. (DOCX) Click here for additional data file.

S3 File Supplemental figures. (PDF) Click here for additional data file.

S1 Raw images (PDF) Click here for additional data file.

# Supplementary material for: Isolation and long-term expansion of murine epidermal stem-like cells
**Source:** PLoS One. 2021 Jul 16;16(7):e0254731. doi: 10.1371/journal.pone.0254731
**Supplement:** S1 File

## Supplemental Materials and Methods

**Global gene expression.** The quality of total RNA was QC analyzed by Bioanalyzer (Agilent, Santa Clara, CA). To isolate poly A RNA for library preparation, NEBNext Poly(A) mRNA Magnetic Isolation Module (New England BioLabs, Ipswich, MA) was used with 1 µg good quality total RNA as input. The poly A RNA was enriched using SMARTer Apollo automated NGS library prep system (Takara Bio USA, Mountain View, CA). NEBNext Ultra II Directional RNA Library Prep kit (New England BioLabs) was used for library preparation under PCR cycle number of 8. After library QC and quantification via real-time qPCR (NEBNext Library Quant Kit, New England BioLabs), individually indexed libraries were proportionally pooled and sequenced using NextSeq 550 sequencer (Illumina, San Diego, CA) under the sequencing setting of single read 1x85 bp.

For sequencing reads generation, 23.4 +/- 1.6 (mean +/- SE) million pass filter reads per sample were generated. For each sample, >97% reads aligned to MM10 reference genome, >99% stranded, and ~85% reads aligned to coding and untranslated region (UTR), which indicated good data quality.

**Data analyses.** Fastq files for downstream data analysis were automatically generated via Illumina BaseSpace Sequence Hub. To identify differentially expressed genes, standard bioinformatic analysis was performed via BaseSpace app RNA-Seq Alignment v2.0.2 followed by RNA-Seq Differential Expression app version 1.0.1. For read alignment, reference genome *Mus. Musculus*/MM10 (RefSeq) was used. The alignment was performed under 1st strand setting, and the analysis used STAR for alignment and Salmon for quantification. STAR produced a BAM and transcriptome.BAM file and Salmon uses the transcriptome. BAM file and assigns Transcripts Per

Million (TPM) to genes and transcripts. The alignment result was then seamlessly used as input in RNA-Seq Differential Expression app, which performed differential expression analysis of reference genes with DESeq2. Significant genes were selected based on adjusted p-value  $<0.01$ .

# Supplementary material for: Isolation and long-term expansion of murine epidermal stem-like cells
**Source:** PLoS One. 2021 Jul 16;16(7):e0254731. doi: 10.1371/journal.pone.0254731
**Supplement:** S2 File

**S1 Table. Antibodies**

| **Name** | **Host species** | **Antibody type** | **Cata No** | **Company** |
| --- | --- | --- | --- | --- |
| Keratin 14 (Krt14) | Mouse | monoclonal | MA5-11599 | Thermo Fisher |
| Keratin 1 (Krt1) | Rabbit | Polyclonal | 905602 | BioLegend |
| Involucrin (Ivl) | Rabbit | Polyclonal | 924401 | BioLegend |
| Loricrin (Lor) | Rabbit | Polyclonal | 905101 | BioLegend |
| Filaggrin (Flg) | Rabbit | Polyclonal | 905801 | BioLegend |
| Zonula occludens-1 (ZO-1) | Rabbit | Polyclonal | 61-7300 | Themo Fisher |
| Ki67 | Rabbit | Polyclonal | PA5-19462 | Themo Fisher |
| E-Cadherin (E-Cad) | Mouse | Monoclonal | 610181 | BD |
| pIkBα | Mouse | Monoclonal | 551818 | BD |
| Pai-1 | Mouse | Monoclonal | 528717 | Calbiochem |
| PCNA | Mouse | Monoclonal | 555566 | BD |
| β-Actin | Mouse | Monoclonal | A5316 | Sigma |
| Mouse IgG HRP | Goat | Polyclonal | 31430 | Thermo Fisher |
| Rabbit IgG HRP | Goat | Polyclonal | 31460 | Thermo Fisher |
| Rabbit IgG Alexa Fluor 488 | Goat | Polyclonal | A11034 | Thermo Fisher |
| Mouse IgG Alexa Fluor 568 | Goat | Polyclonal | A11004 | Thermo Fisher |

**S2 Table. Cell culture reagents**

| **Name** | **Cata No** | **Company** |
| --- | --- | --- |
| KSFM-Ca^2+^ | 37010-022 | Gibco |
| KSFM+Ca^2+^ | 17005-042 | Gibco |
| DKSFM | 10744019 | Gibco |
| DMEM | 10-017-CV | Corning |
| Fetal bovine serum | S11150 | Atlanta Biological |
| Knockout™ Serum | 1082028 | Gibco |
| L-glutamine | 25-005-Cl | Corning |
| Non-essential amino acid | 11140-050 | Gibco |
| Sodium pyruvate | 11360-070 | Gibco |
| TrypLE | 12604-021 | Gibco |
| 0.25% Trypsin | 15050-057 | Gibco |
| Gelatin | G-2500 | Sigma |
| Basement Membrane Extract | 3445-005-01 | Cultrex |

**S3 Table. Primers sequences in the qPCR**

| **Gene** | **Forward (5'-3')** | **Reversre (5'-3')** |
| --- | --- | --- |
| *Gapdh* | AACGACCCCTTCATTGACC | TGAAGACACCAGTAGACTCC |
| *Krt 14* | GAGCGGCAAGAGTGAGATTT | CTTTGGTCTCCTCCAGGTTATTC |
| *Krt1* | TTCATCGACAAGGTGCGCTTCCTA | TGGTCACGAACTCATTCTCTGCGT |
| *Krt 10* | CTCACCCTGACAACTGACAAT | CCCTGAAGTCGAGGAGCT |
| *Krt 8* | CTGGTGGAGGACTTCAAGAATAA | ATGCTTCGTCCACATCCTTC |
| *Krt 15* | ACATGCTGCTGGACATCAA | GGGATACTTCTCTGACACCAATAC |
| *Krt 18* | TGCAGCTGGAGACAGAAATC | ATCCACTTCCACAGTCAATCC |
| *Lor* | AACGGAGACAACAGAGCTGGAAGA | ACCTTGAGCGACTCAATGGCTTCT |
| *Cd34* | AAGGCTGGGTGAAGACCCTTA | TGAATGGCCGTTTCTGGAAGT |
| *Sca-1* | AGGAGGCAGCAGTTATTGTGG | CGTTGACCTTAGTACCCAGGA |
| *Pai1* | CTCCAATTACTGGGTGAGTC | GGTGGAGACATAACAGATGC |
| *Ccl2* | TCACCTGCTGCTACTCATTCACCA | AAAGGTGCTGAAGACCTTAGGGCA |
| *Pcna* | TTTGAGGCACGCCTGATC C | GGAGACGTGAGACGAGTCCAT |
| *Ki67* | ATCATTGACCGCTCCTTTAGGT | GCTCGCCTTGATGGTTCCT |
| *Cdh1* | CAGGTCTCCTCATGGCTTTGC | CTTCCGAAAAGAAGGCTGTCC |
| *p16^INK4a^* | AATCTCCGCGAGGAAAGC | GTCTGCAGCGGACTCCAT |
| *Tel* | CGGTTTGTTTGGGTTTGGGTTTGGGTT TGGGTTTGGGTT | GGCTTGCCTTACCCTTACCCTTACCCT TACCCTTACCCT |

**S4 Table. Inflammation gene expression levels in RNA-Seq.**

| **Gene** | **log2FoldChange** | **KSFM-Ca^2+^** | **DKSFM** | **padj** |
| --- | --- | --- | --- | --- |
| *Il1a* | -8.050163001 | 2553.537657 | 9.633891113 | 2.48E-179 |
| *Ccl2* | -7.596804638 | 2531.671298 | 13.07799752 | 3.90E-212 |
| *Cxcl1* | -7.391804178 | 20573.14114 | 122.5027466 | 0 |
| *Cxcl5* | -7.067457776 | 7092.924311 | 52.88208159 | 0 |
| *Bst1* | -5.85374095 | 4188.974442 | 72.43627318 | 0 |
| *Cxcl3* | -5.013849771 | 2735.902851 | 84.68012633 | 7.75E-143 |
| *Ppbp* | -4.899449332 | 4316.569779 | 144.6297231 | 6.72E-110 |
| *C3* | -3.354955269 | 3468.795531 | 339.0287519 | 0 |
| *Serpine1* | -3.262878595 | 2505.200555 | 260.9865761 | 1.99E-120 |
| *Gpr137b* | -2.80397511 | 1962.632808 | 281.0337246 | 3.25E-288 |
| *Ikbke* | -2.697954858 | 2665.567612 | 410.7942573 | 0 |
| *Dapk2* | -2.439026295 | 1948.916649 | 359.3959598 | 2.23E-244 |
| *Tfrc* | -2.368578444 | 6828.243983 | 1322.196101 | 0 |
| *Ier3* | -2.32968672 | 4885.741846 | 971.9074979 | 0 |
| *Nfkbia* | -2.291033711 | 4302.22496 | 879.0695717 | 0 |
| *Ercc1* | -2.12607079 | 1812.573694 | 415.2260501 | 2.27E-200 |
| *Plau* | -2.080155153 | 4532.39846 | 1071.862277 | 0 |
| *Itgb6* | -1.922654246 | 2350.481541 | 619.9836631 | 1.37E-180 |
| *Xrcc5* | -1.860027943 | 2570.65936 | 708.1419591 | 7.98E-216 |
| *Uaca* | -1.831456112 | 1615.127215 | 453.8198726 | 1.80E-154 |
| *Tmem176b* | -1.681645364 | 4086.309974 | 1273.812807 | 6.91E-273 |
| *Pola1* | -1.678530794 | 2315.032744 | 723.2176566 | 9.11E-173 |
| *B2m* | -1.674161548 | 2824.670286 | 885.1052518 | 9.22E-169 |
| *Pbk* | -1.66706973 | 3064.111803 | 964.8651363 | 3.23E-231 |
| *Phldb2* | -1.634083714 | 4513.573426 | 1454.16035 | 4.71E-284 |
| *Epha2* | -1.623213893 | 3215.914635 | 1043.92294 | 1.21E-208 |
| *Slc12a2* | -1.506022705 | 5530.010705 | 1947.00902 | 7.62E-278 |

Log2FoldChange represented Log2 Fold (DKSFM vs KSFM-Ca^2+^). 

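S4 Table lists 27 genes with their log2 fold change, the average level in each line and the adjusted p from the authors' DESeq2 run. A negative log2 fold change marks a gene that is higher in the KSFM-Ca2+ cells. The averages can be set beside the coverage used here. If an average were a number of reads, then multiplying it by the read length of 85 bases and dividing by the mean normalized coverage of the KSFM-Ca2+ libraries would return the length of the transcript. For *Il1a* this gave 1992 bases, against an annotated 1974 bases, and for *B2m* 872 against 860. Over the 27 genes the annotated length divided by the length obtained in this way had a median of 1.02, with a range from 0.625 to 4.37. At the median the averages thus behave like numbers of reads, where the legend calls them TPM counts. The range shows that single genes depart from this.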

Average TPM counts to show the gene expression levels. Adjusted p-value (padj)<0.01 was used to cut off.

# Supplementary material for: Isolation and long-term expansion of murine epidermal stem-like cells
**Source:** PLoS One. 2021 Jul 16;16(7):e0254731. doi: 10.1371/journal.pone.0254731
**Supplement:** S3 File

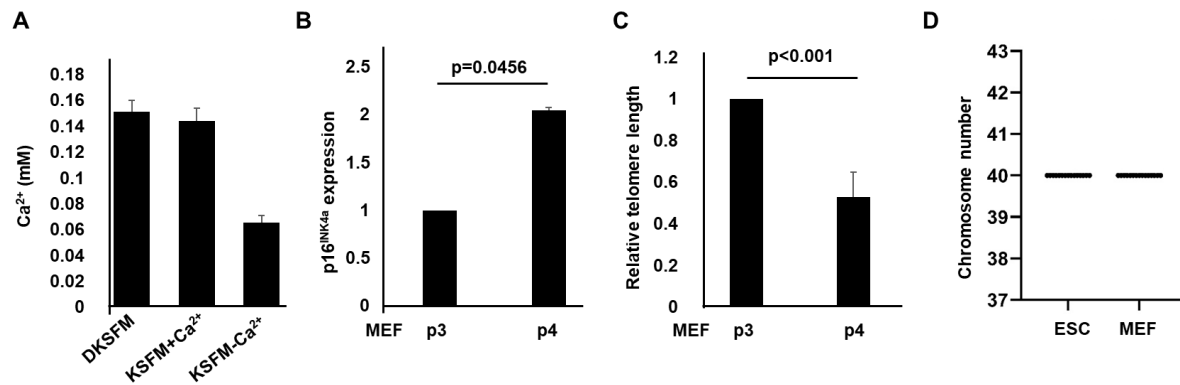

**S1 Fig. Growth media and control cell characterizations.** (A) The calcium levels in DKSFM, KSFM+Ca<sup>2+</sup> and KSFM-Ca<sup>2+</sup> media were measured using the Calcium Concentration Kit and results represent average of 3 biological samples of each medium. (B) *p16<sup>INK4a</sup>* mRNA expression in MEF passage 3 and 4 (p3 and p4). Set early passage p3 as 1. (C) Relative telomere length between MEF passage 3 and 4 (p3 and p4). (D) Normal chromosome number (40) in mESC and MEF.

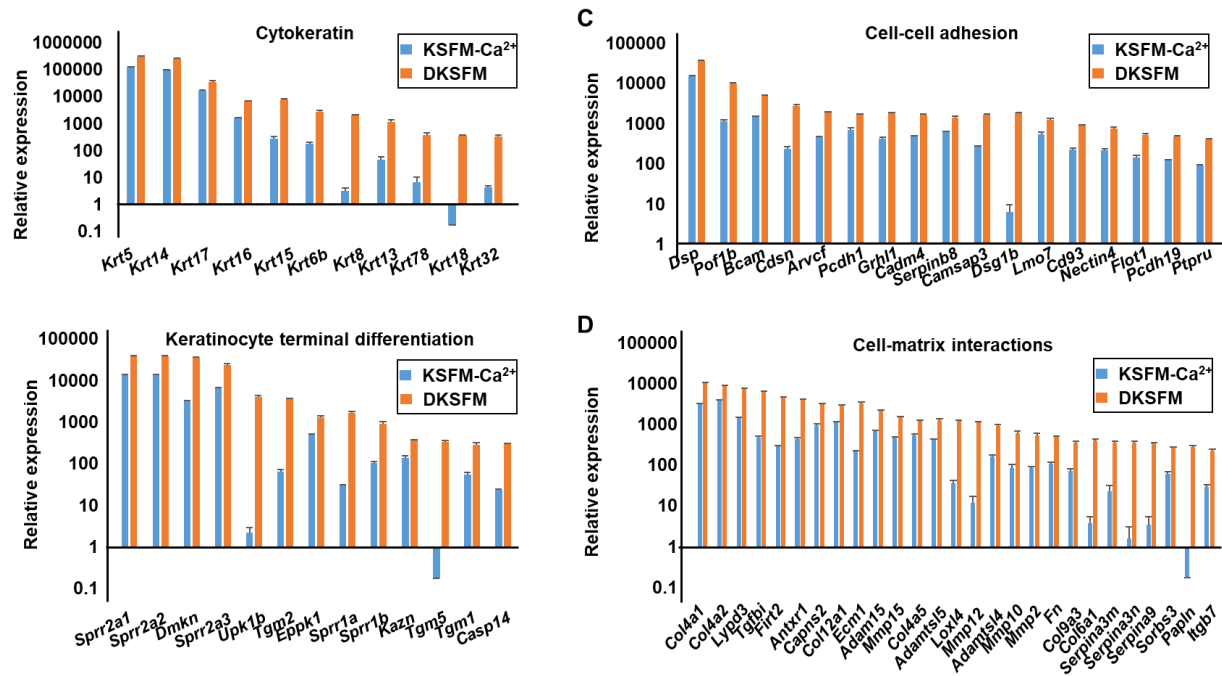

**S2 Fig. Functional groups of genes up-regulated in the DKFSM cells.** RNA-Seq data were normalized counts using DESeq2. Transcripts per kilobase million (TPM) were used to evaluated the expression levels of genes in the groups of (A) cytokeratin markers, (B) keratinocyte terminal differentiation, (C) cell-cell adherence, and (D) cell-matrix interactions.

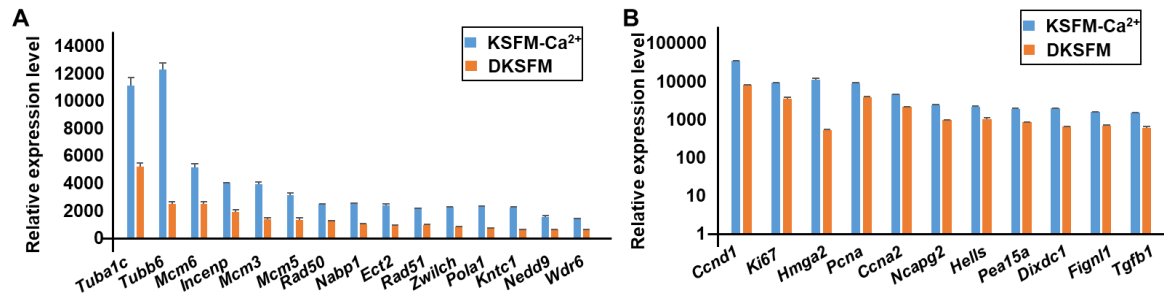

**S3 Fig. Functional groups of genes up-regulated in the KSFM-Ca<sup>2+</sup> cells.** RNA-Seq data were normalized counts using DESeq2. Transcripts per kilobase million (TPM) were used to evaluated the expression levels of genes in the groups of (A) immune response and (B) cell proliferation.

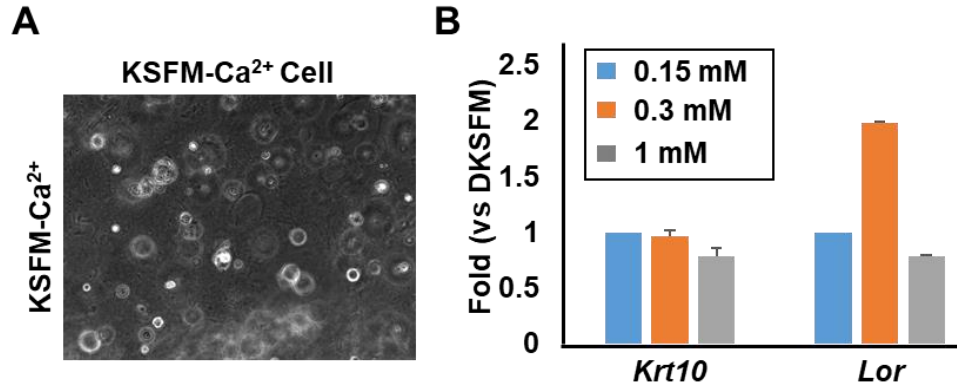

**S4 Fig. Terminal differentiation potential of the cell lines.** (A) KSFM- $\text{Ca}^{2+}$  cells grown in BME up to 14 days were unable to form organoids in the KSFM- $\text{Ca}^{2+}$  medium. (B) When cultured in 2D conditions, the DKSFM (0.15 mM  $\text{Ca}^{2+}$ ) cells did not have increased expression of *Krt10* and *Lor* in media with increased extracellular calcium, suggesting that high  $\text{Ca}^{2+}$  alone was insufficient to induce terminal differentiation.

# Supplementary material for: Isolation and long-term expansion of murine epidermal stem-like cells
**Source:** PLoS One. 2021 Jul 16;16(7):e0254731. doi: 10.1371/journal.pone.0254731

**S1 Raw images. Original blot of Fig. 6C.** Cells were lysed in RIPA buffer; 50  $\mu$ g lysates were subjected to SDS-PAGE. Proteins on the SDS-PAGE gels were transferred onto nitrocellulose membranes and probed with antibodies. Anti-PAI-1 (A) and anti-pI $\kappa$ B $\alpha$  (B) antibodies were diluted 1:1000. Anti- $\beta$ -Actin (C) diluted at 1:5000 was used as loading control. Anti-mouse-HRP and anti-rabbit-HRP antibodies were diluted in 1:2000. The membranes were incubated with West Pico PLUS Chemiluminescent Substrate (Thermo Scientific) and the signal was captured by UVP BioImaging system. \* was represented target protein bands.

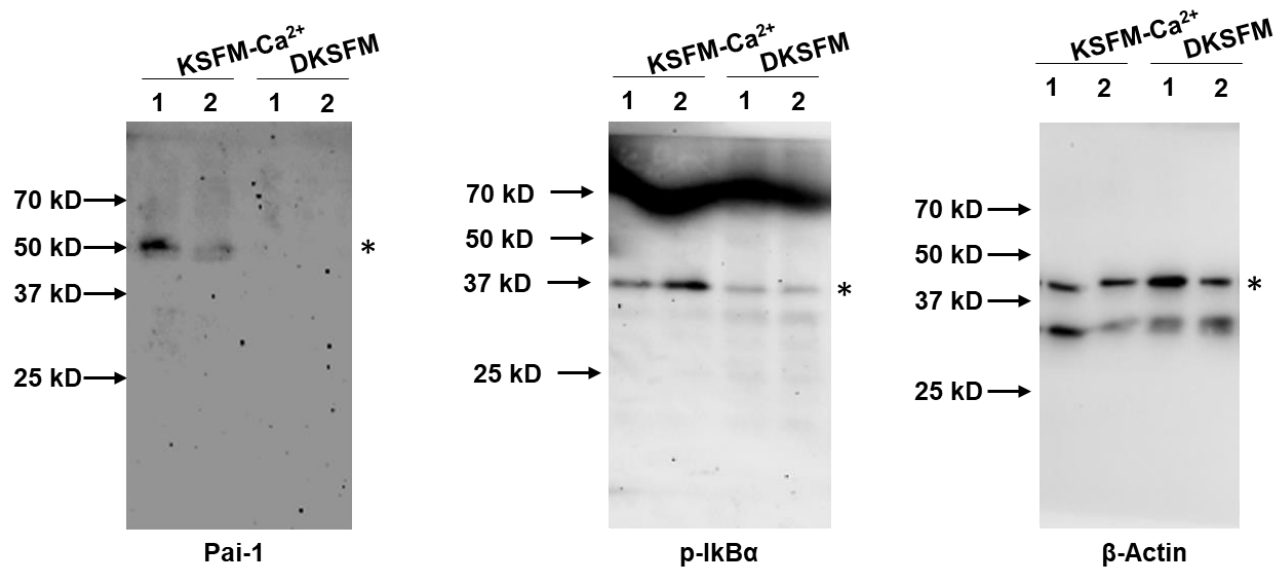

**Supplement:** S1 Raw images

How the deposited data were processed for this re-analysis (not part of the article)

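Gene expression was measured by RNA-seq in 6 libraries, 3 of the KSFM-Ca2+ cells grown at 0.06 mM calcium and 3 of the DKSFM cells grown at 0.15 mM calcium. Conditions and replicate numbers were taken from the sample labels. The paper's text does not say what a replicate was, and the word "combined" in the names of the deposited files for KSFM-Ca2+ replicate 3 and all DKSFM replicates is not explained there. The authors sequenced directional poly(A) libraries as single reads of 85 bases, aligned them to mm10 with STAR and RefSeq genes, quantified them with Salmon and compared the lines with the authors' DESeq2 run. The authors deposited a signal per gene, the mean read coverage per base to 1 decimal, for 24982 genes without a filter and without scaling to library size. 16081 genes were above 0 in at least 1 library, and 13748 to 14140 in any single library.

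The comparison had been planned as a count model. Since coverage is not a count, edgeR was not used and DESeq2 was not used, and limma took their place. Values were normalized by an unweighted trimmed mean of M values written out by hand (trims of 30% of M values and 5% of A values, with factors from 0.989 to 1.01). Genes were kept when at least 3 libraries had a normalized coverage of at least 0.5, or at least 2 libraries where a library was left out. Values were transformed as log2(normalized coverage + 0.1), the pseudocount being the rounding step. The pseudocount, the filter and the scaling were fixed before any model was fitted but after the listed values, including those of several named genes, had been seen. Linear models were fitted with an intensity trend, the 6 libraries and no covariate, and p-values were adjusted by the Benjamini-Hochberg method over the tested genes. The thresholds were an adjusted p of 0.01 and a fold change of 2, those of the paper. Gene sets were tested two-sided with limma's camera at an inter-gene correlation of 0.01, with adjustment over 8 sets, and over 4 further sets on their own, at a threshold of 0.05. R 4.3.3, limma 3.58.1, Python 3.11.15 and matplotlib 3.10.9 were used. Gene positions, transcript lengths and GC content came from GENCODE M21, matched by symbol for 24490 genes and by synonym for 56, while 436 were left unmatched.

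The genes given by name were set by a rule written in advance. They are every gene that the paper names for the RNA-seq or measures by qPCR in these lines, the members of the marker lists, and the 3 genes in each direction with the largest log2 fold change among genes that the paper does not name, past the threshold, without overlap between the lines and with a mean of at least 10 in the higher line. The rule was written for CPM and was applied to normalized coverage, as were the marker thresholds and the filter on every library. Of the 153 genes that the paper names, 152 were used here, and *Flg* is not analysed here. Of the genes used, 148 passed the filter. The values of 1 of the genes that the paper names are not reported here. *Fth1*, *Mt2*, *Mir6236*, *Rn45s*, *H19*, *Igf2*, *Peg3*, *Plagl1* and *Mest* were chosen after their values were seen.

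The depth was 27.2 to 41.7 M reads (M, mega) per library as an approximation from coverage and transcript length. This is above the paper's mean of 23.4 M pass filter reads for a reason that was not found. The reads per rounding step and the Poisson variances rest on the same conversion. No counts were used, so no counting interval is given, and the rounding step limits the precision of low values. For genes with a line at or under that step, the fold is counted against the step, and none is given against a line listed at 0. It is a lower bound except for *Upk1b*, whose libraries in that line were all listed at 0.1. Within lines the variance between replicates was 1.99 to 3.28 times the Poisson variance of the approximate reads, and between lines 80.0 to 90.3 times. The procedure was tested on simulated data of the same design, where 197 of 200 changed genes were found (98.5%) with 6 others called among 12220 genes. With no change simulated, 1 gene of 12261 was called. The simulated changes were all larger than 2-fold, in genes with a mean coverage of at least 1, and most genes were left unchanged. In the data most tested genes passed the threshold, many with smaller changes. The simulation therefore does not show how the scaling, or the calls of small changes and of genes with little coverage, perform there.

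The alternatives were other scalings (relative log expression size factors, library totals, quantile normalization), no filter and a filter on every library, pseudocounts of 0.5 and 1, a model without the trend, voom weights, a correction for GC content, a replicate block, an adjusted p of 0.05, treat, fry, camera with an estimated correlation, each library left out in turn, and the libraries marked as combined only. All other splits of the 6 libraries into 3 and 3 were fitted in the same way. Chromosomes were compared with 10000 random gene sets of the same size. The qPCR, protein, karyotype and culture experiments of the paper were left out because they are not part of the RNA-seq files.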

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

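The tests of neighbouring windows along the chromosomes, of the copy number of the X chromosome and of the depth difference between the lines were chosen only after the results they concern were seen. The results in this part are signals in genes or regions that the paper does not discuss.

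Among genes that the paper does not name, 6 had the largest differences under a rule that asked for no overlap between the lines. *Lox* (chromosome 18 from 52516067 to 52529867) was listed at 0 in all KSFM-Ca2+ libraries and had a normalized coverage of 358 ± 11.6 (SD, n = 3) in the DKSFM libraries. *Rtl3* (chromosome X from 106837082 to 106840644) and *Emb* (chromosome 13 from 117208536 to 117274415) were likewise listed at 0 in the KSFM-Ca2+ libraries and had 283 ± 1.37 and 243 ± 10.4 in the DKSFM libraries. In the other direction, *Igfbp7* (chromosome 5 from 77349240 to 77408041) had 982 ± 31.7 in the KSFM-Ca2+ libraries and 0.382 ± 0.128 in the DKSFM libraries. *Csf3* (chromosome 11 from 98701263 to 98703629) had 163 ± 10.1 in the KSFM-Ca2+ libraries and 0.172 ± 0.0576 in the DKSFM libraries. *Prl6a1* (chromosome 13 from 27312627 to 27319252) had 144 ± 8.05 in the KSFM-Ca2+ libraries and was at least 1358-fold lower in the DKSFM libraries, where it was listed at 0, 0.1 and 0. A difference in depth between the groups and a few genes taking most of the coverage were weighed as technical explanations. The mean total coverage of the DKSFM libraries was 0.920 times that of the KSFM-Ca2+ libraries. The top 10 genes held at most 9.48% of a library. A ratio this near 1 and a share this small do not turn a coverage of 0 into the values above, so neither accounts for these differences. Reads shared with paralogs were not tested for these genes, so the pattern cannot be told apart from that explanation. A change of these genes with the medium, or with the few cells that survived it, may remain as a hypothesis, and the design does not separate them.

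The difference between the lines ran along chromosomes or large parts of them. The median log2 fold change of a chromosome's genes, taken relative to all tested genes, was -0.43 on chromosome 1, -0.43 on chromosome 8 and -0.28 on chromosome 18. It was 0.22 on chromosome 3, 0.31 on chromosome 6, 0.20 on chromosome 7, 0.25 on chromosome 10 and 0.25 on chromosome 16. These 8 of the 20 chromosomes examined shifted by at least 0.2 and further than each of 10000 random gene sets of the same size. On chromosome 1, 27.8% of 705 genes were higher in the DKSFM cells, and on chromosome 8, 23.9% of 662. All 10 windows of 20 Mb on chromosome 1 and all 7 on chromosome 8 had a median under 0. Chromosome 7 was not uniform, with a median of 0.55 over its proximal genes and -0.26 over its distal genes. Chromosome 3 was not uniform either, with a median of 0.37 over its distal genes and -0.03 over its proximal genes. Its windows of 20 Mb had medians of -0.52, -0.20, -0.05 and -0.44 up to 80 Mb. Beyond 80 Mb they were 0.50, 0.50, 0.22 and 0.17, so its segments shifted in opposite directions. On chromosome 16 the shift was mostly in the proximal genes (0.46, against 0.08 in the distal genes).

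GC content bias, differences in expression level between chromosomes and reads shared between neighbouring paralogs were weighed as technical explanations. After the correction for GC content, 7 of the 8 chromosomes were still shifted past both thresholds, and chromosome 7 was not (0.14). Against random sets matched on mean coverage, all 8 were. With 873 genes of numbered families left out, 7 were, again without chromosome 7 (0.14). Neighbouring windows shifted together, with a correlation of 0.672 over 114 pairs of windows, against at most 0.329 in 10000 shuffles of their order. Windows are not independent replicates. Chromosomes that shift as a whole raise this correlation by themselves, so it is not evidence separate from the chromosome medians. Of the 10 splits of the 6 libraries, 1 gave as many shifted chromosomes, the real split itself, and no other split shifted any. The other splits each keep 2 libraries of one line against 1, and 10 splits cannot give a share under 0.1 whatever the data, so by this test alone the pattern cannot be told apart from a chance arrangement of the 6 libraries. A difference in copy number of chromosomes or large segments between the lines is a candidate explanation. The paper karyotyped the KSFM-Ca2+ cells as tetraploid and hyperdiploid in its results, and calls them tetraploid or nearly so in its discussion. It does not report a karyotype of the adapted DKSFM cells, and no DNA was measured in these libraries.

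*Xist* (chromosome X from 103460366 to 103483254), the RNA of X inactivation, had a normalized coverage of 79.5 ± 7.08 in the KSFM-Ca2+ libraries and 19.7 ± 1.03 in the DKSFM libraries (log2 fold change -2.01, standard error 0.07, adjusted p = 6.15e-08; limma). Over 19 alternatives its log2 fold change stayed between -2.08 and -1.86. The lines do not differ in sex by these genes, as the lowest listed *Xist* coverage in any library was 17.4 and the 4 Y-linked genes examined were listed at 0 throughout. Loss of the inactive X in part of the DKSFM cells would lower the genes that escape inactivation more than other X-linked genes. The median of 9 escape genes minus that of 377 others was 0.10, and 64.3% of random sets of X-linked genes lay as low. Of the 9 escape genes, 4 were lower in the DKSFM cells, so the fall that this loss predicts was not found. The X-linked median minus the autosomal median was 0.00916. Genes on an inactive copy are mostly silent, so this value by itself cannot decide on a difference in copy number of the inactive X. For such a difference the escape genes were the only test, and they did not show the fall. With 9 genes a small fall could be missed, so a loss of the inactive X in part of the cells is not excluded. The cause of the lower *Xist* was not found by these tests, and no other biological explanation was tested.

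The interferon response genes, a further set that the paper does not discuss, were lower in the DKSFM cells for 22 of 30 tested genes, with a median log2 fold change of -1.0 and an adjusted p of 0.0450 by camera. Over its alternatives the adjusted p ranged from 9.08e-05 to 0.197. Of the 10 splits of the 6 libraries, 5 gave an adjusted p as small, the real split included, and 2 of the 4 splits that part all 3 same-numbered pairs did. The smallest value in another split was 0.00204. Each of the other splits keeps 2 libraries of one line against 1 and so carries part of the difference between the lines. These splits do not settle whether the shift is specific to the lines, and it cannot be told apart from a chance arrangement of the 6 libraries by them.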

How the results depend on the processing

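The gene sets, thresholds and most alternatives were chosen before the data were examined. The pseudocounts, quantile normalization, the model without a trend, voom weights and the correction for GC content were chosen after seeing the data, and so was the test of GC content on the number of genes. The alternatives with DESeq2 and with a prior count of 2 were not run, because both need counts.

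The number of genes with an adjusted p under 0.01 ranged from 8140 to 9341 over the 18 alternatives that kept this threshold, and from 8363 to 8647 across the fits that each left out one library. At an adjusted p under 0.05 it was 10042. The share changed by at least 2-fold ranged from 24.4 to 37.0%, and from 34.5 to 35.6% with a library left out. Genes higher in the DKSFM cells by at least 2-fold ranged from 1020 to 1959 (1595 to 1704 with a library left out), and those higher in the KSFM-Ca2+ cells from 788 to 1501 (1301 to 1348). Outside 1.5 times the reported count lay the filter on every library, with 1020 genes higher in the DKSFM cells, and treat, with 1057 higher in the DKSFM cells and 788 higher in the KSFM-Ca2+ cells. Under the filter on every library, 1019 of the genes higher in the DKSFM cells were among those reported. A gene listed near 0 in one line cannot pass that filter. Treat asks for a change beyond 2-fold, which fewer genes can show. Quantile normalization put 49.8% of the 2-fold genes on the DKSFM side, against 55.2% as reported, so which line has more of them flips under it. No scaling moved the median of all tested genes by as much as 0.1. After the correction for GC content 9011 genes passed. The corrected lists kept 1521 of the reported 2-fold genes higher in the DKSFM cells and 1259 of those higher in the KSFM-Ca2+ cells. A trend with GC content of the kind corrected is therefore unlikely to be the source of the 2-fold lists. The number passing, taken alone, does not show that the same genes passed.

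Among the 10 splits of the 6 libraries, 1 gave as many genes past the threshold, 1 as many higher and 1 as many lower, in each case the real split. The other splits gave 0 genes, with at most 27 at an unadjusted p under 0.05. For the gene sets, 4 splits put as many of the 8 sets past the threshold, 2 of them among the 4 splits that part all 3 same-numbered pairs, and every other split put 3 to 7 sets past it. The remaining 6 splits part 1 pair. Each of the other splits keeps 2 libraries of one line against 1, so they are not free of the difference between the lines, and their set calls do not show what chance gives. The limit is one of the design: 10 splits cannot give a share under 0.1 whatever the data, so by the splits alone these results cannot be told apart from a chance arrangement of the libraries. Apart from the splits, the variance between lines was 80.0 to 90.3 times the Poisson variance and that within lines 1.99 to 3.28 times.

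Most set calls rest on the correlation assumed between genes. With the correlation estimated, the adjusted p was 0.0580 for keratins, 0.0796 for cytokines and chemokines, 0.105 for TNF signalling, 0.141 for chromosome segregation, 0.185 for cell-matrix genes, 0.185 for the cornified envelope and 0.185 for the pre-replicative complex, and none of these 7 sets passed. Their lowest adjusted p values over all alternatives were 2.94e-07, 2.68e-07, 4.88e-07, 2.33e-16, 1.60e-06, 1.82e-06 and 1.85e-09 in the same order. Cell-matrix genes also did not pass with the filter on every library (0.126). Under fry, which tests each set on its own, cell-cell junctions passed (4.38e-06, over a range from 4.38e-06 to 0.619). So did hypoxia and glycolysis (2.97e-05, range 2.97e-05 to 0.350), mesenchymal genes (5.17e-10, range 5.17e-10 to 0.197) and sterol biosynthesis (0.00136, range 0.00136 to 0.605). Mesenchymal genes had an adjusted p from 0.0498 to 0.114 with a library left out and passed in 1 of these fits. The interferon response did not pass with no filter (0.0517), the filter on every library (0.112), voom weights (0.0552), the correction for GC content (0.0532) or the estimated correlation (0.197), with a range from 9.08e-05 to 0.197. Except where the test itself changed, the cause was not tested.

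A replicate block, with replicates paired by number, gave 8753 genes past the threshold, 1631 higher in the DKSFM cells and 1319 higher in the KSFM-Ca2+ cells. Deviations of same-numbered replicates from their line's mean had correlations of -0.0415, 0.0485 and -0.00248 across 9895 genes, which are not independent replicates, so the numbers show no pairing.

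For 164 genes given by name, 3034 of 3073 values under the alternatives with a test kept their direction and side of the threshold, and 0 reversed. The rest were 37 weaker, in *Cdh1*, *Cdkn1a*, *Itga6*, *Krt10* and *Trp63*, and 2 stronger, in *Lrig1* after the correction for GC content. With combined libraries only, where no test was possible, 121 of 164 genes moved by less than the replicate spread and 43 by more. The word combined stands in the file names of all DKSFM libraries, so a batch of that kind and the condition can be told apart only through KSFM-Ca2+ replicate 3. The rounding step limits genes with little coverage, for which a change within 0.1 was not detectable. Ribosomal protein genes give a check of what 0 means, as 4 of 78 were listed at 0 in some library, *Rpl10l*, *Rpl39l*, *Rpl3l* and *Rps4l*, which were chosen after their values were seen.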

Differences from the paper's values

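The log2 fold change of *Gli1* was 1.67, where the paper's value is about 2.1 in Fig 7A, read by eye. None of the alternatives set before the data were examined closed the gap, that is, brought the value within the larger of the replicate spread and the reading error of the paper's. With voom weights, chosen after seeing the values, it was 2.00 and the gap closed. The log2 fold change of *Krt19* was 2.52, where the paper's value is about 3.7 in Fig 7A, read by eye. Of the alternatives set before the data were examined, leaving out KSFM-Ca2+ replicate 1 (2.97) and the combined libraries only (2.93) closed the gap, and the others did not. So did voom weights, chosen after seeing the values (2.88). The log2 fold change of *Krt6b* was 3.46, where the paper's value is about 3.9 in Fig 7A, read by eye, and no alternative closed the gap. Values read from the figure carry a reading error of 0.2. The 0.1 added before the log lowers the fold changes of *Gli1* and *Krt19*. Their mean normalized coverage in the KSFM-Ca2+ libraries was only 0.254 and 0.225. At least part of these 2 gaps therefore comes from the scale used here.

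The log2 fold change of *Bst1* was -5.75, where the paper's value in S4 Table is -5.85. Of the alternatives set before the data were examined, leaving out DKSFM replicate 2 (-5.76), leaving out DKSFM replicate 3 (-5.79) and the combined libraries only (-5.78) closed the gap, and the others did not. So did quantile normalization (-5.83) and voom weights (-5.78), both chosen after seeing the values. The 0.1 added before the log also makes the change of *Bst1* smaller, as its mean normalized coverage in the DKSFM libraries was 2.73. The remaining values of S4 Table lay within the replicate spread of the values here.

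The paper states from qPCR that E-cadherin expression rose in the cells adapted to DKSFM. In the RNA-seq, *Cdh1*, on chromosome 8, had a normalized coverage of 159.8 ± 2.46 in the KSFM-Ca2+ libraries and 145 ± 3.52 in the DKSFM libraries, lower in the DKSFM cells (log2 fold change -0.14, standard error 0.03, adjusted p = 0.00293; limma), with an adjusted p from 0.00181 to 0.0278 over the alternatives. No alternative placed it higher in the DKSFM cells, but none scaled to *Gapdh*, the reference of the paper's qPCR. *Gapdh* was itself lower in the DKSFM cells (log2 fold change -0.61, standard error 0.03, adjusted p = 7.50e-07; limma). *Gapdh* fell further than *Cdh1*. Relative to *Gapdh*, *Cdh1* was thus higher in the DKSFM cells, the direction of the paper's qPCR. Relative to all tested genes, those between 100 and 120 Mb of chromosome 8, around *Cdh1*, had a median log2 fold change of -0.50. The paper lists adhesion among the functions raised in the DKSFM cells. The cell-cell junction set, written by hand, did not pass the threshold with camera (adjusted p = 0.265), and it passed only with fry (4.38e-06).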

Other observations

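*Fth1*, *Mt2* and the other genes marked below were chosen after their values were seen, so their adjusted p-values are not from tests set in advance. No other test in this part was chosen only after the result it measures was seen. The imprinted genes that prompted one of these tests were noticed in the values first.

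Several genes measured by qPCR in the paper have values in the RNA-seq. *Krt10* had a normalized coverage of 3.50 ± 0.155 in the KSFM-Ca2+ libraries and 4.99 ± 0.935 in the DKSFM libraries (log2 fold change 0.49, standard error 0.13, adjusted p = 0.00969; limma), with an adjusted p from 0.00639 to 0.0644 over the alternatives. *Lor* had 0.332 ± 0.247 in the KSFM-Ca2+ libraries and 3.98 ± 0.233 in the DKSFM libraries (log2 fold change 3.41, standard error 0.40, adjusted p = 6.79e-05). *Krt1* was listed at 0 in the KSFM-Ca2+ libraries and at 0.5, 0.8 and 0.2 in the DKSFM libraries. *Ivl* was lower in the DKSFM cells, with 21.4 ± 0.200 in the KSFM-Ca2+ libraries and 13.5 ± 0.40 in the DKSFM libraries (log2 fold change -0.66, standard error 0.05, adjusted p = 3.66e-06). *Cdkn2a*, the gene of p16, had 39.1 ± 1.42 in the KSFM-Ca2+ libraries and 195 ± 5.07 in the DKSFM libraries (log2 fold change 2.31, standard error 0.04, adjusted p = 1.27e-09). Coverage of the whole gene does not separate p16 from the other product of *Cdkn2a*.

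Other cell types in one of the cultures would show at least as many of a type's markers above a coverage of 1 as not. The largest percent of markers above that level was 25.0%, for endothelial cells, where *Pecam1* was the only 1 of 4 markers to pass it. For melanocytes and fibroblasts 14.3% of 7 markers did, *Mitf* and *Pdgfra* alone, and for immune cells 0 did. *Pecam1* had 2.78 ± 0.255 in the KSFM-Ca2+ libraries and 7.56 ± 0.579 in the DKSFM libraries, *Mitf* 3.52 ± 0.415 in the KSFM-Ca2+ libraries and 17.7 ± 0.652 in the DKSFM libraries and *Pdgfra* 1.11 ± 0.205 in the KSFM-Ca2+ libraries and 2.22 ± 0.122 in the DKSFM libraries. Contamination by these cell types is unlikely at that level.

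*H19*, *Igf2*, *Peg3*, *Plagl1* and *Mest* were higher in the DKSFM cells, with log2 fold changes of 7.65, 3.95, 2.49, 3.28 and 1.72. They were chosen after their values were seen. A change of imprinted genes as a group was tested on 62 other imprinted genes, of which 33 were tested and 11 were higher in the DKSFM cells (median log2 fold change -0.35). Camera gave a p of 0.0789, so a change of the group toward the DKSFM cells was not found.

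Among the abundant transcripts, *Fth1*, chosen after its values were seen, took 1.37% to 1.48% of the coverage of the KSFM-Ca2+ libraries and at most 0.117% of the DKSFM libraries (log2 fold change -3.60, standard error 0.04, adjusted p = 2.28e-10). *Mt2*, chosen in the same way, had 5431 ± 51.9 in the KSFM-Ca2+ libraries and 1049.5 ± 39.0 in the DKSFM libraries (log2 fold change -2.37, standard error 0.03, adjusted p = 6.63e-10). *Tfrc* had 223 ± 11.8 in the KSFM-Ca2+ libraries and 43.8 ± 3.58 in the DKSFM libraries (log2 fold change -2.34, standard error 0.06, adjusted p = 1.61e-08). *Mir6236* and *Rn45s*, which hold ribosomal RNA sequence, varied between replicates, with *Mir6236* listed at 7021.3, 5637 and 3048.1 in the KSFM-Ca2+ libraries and at 354.2, 401.7 and 1179.4 in the DKSFM libraries, and *Rn45s* at 317, 238.7 and 143.6 and at 22.8, 25.5 and 54.5. They were also chosen after their values were seen.

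Genes present in one line only were more numerous in the DKSFM cells. 34 genes were listed at 0 in every KSFM-Ca2+ library and at a mean of 10 or more in the DKSFM libraries, and 6 the other way around. Of the further sets, 11 of 15 mesenchymal genes were higher in the DKSFM cells (median log2 fold change 0.81, adjusted p = 0.0889 by camera). Sterol biosynthesis had 16 of 24 genes lower (median -0.24, adjusted p = 0.104), and hypoxia and glycolysis 21 of 33 (median -0.45, adjusted p = 0.104). None of these 3 passed the threshold.

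The 27 log2 fold changes of S4 Table, the paper's, differed from those here by a median of 0.0268 in absolute size and by at most 0.241. The genes of S4 Table were the authors' selection from the same libraries.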
